# A comparative analysis of differentially expressed mRNAs, miRNAs and circRNAs provides insights into the key genes involved in the high-altitude adaptation of yaks

**DOI:** 10.1186/s12864-021-08044-9

**Published:** 2021-10-15

**Authors:** Qianyun Ge, Yongbo Guo, Wangshan Zheng, Yuan Cai, Xuebin Qi, Shengguo Zhao

**Keywords:** Yak, Zaosheng cattle, Transcriptome, Hypoxia, Lung

## Abstract

**Background:**

Yaks that inhabit the Tibetan Plateau exhibit striking phenotypic and physiological differences from cattle and have adapted well to the extreme conditions on the plateau. However, the mechanisms used by these animals for the regulation of gene expression at high altitude are not fully understood.

**Results:**

Here, we sequenced nine lung transcriptomes of yaks at altitudes of 3400, 4200 and 5000 m, and low-altitude Zaosheng cattle, which is a closely related species, served as controls. The analysis identified 21,764 mRNAs, 1377 circRNAs and 1209 miRNAs. By comparing yaks and cattle, 4975 mRNAs, 252 circRNAs and 75 miRNAs were identified differentially expressed. By comparing yaks at different altitudes, we identified 756 mRNAs, 64 circRNAs and 83 miRNAs that were differentially expressed (fold change ≥2 and *P*-value < 0.05). The pathways enriched in the mRNAs, circRNAs and miRNAs identified from the comparison of yaks and cattle were mainly associated with metabolism, including ‘glycosaminoglycan degradation’, ‘pentose and glucuronate interconversions’ and ‘flavone and flavonol biosynthesis’, and the mRNAs, circRNAs and miRNAs identified from the comparison of yaks at different altitude gradients were significantly enriched in metabolic pathways and immune and genetic information processing pathways. The core RNAs were identified from the mRNA-miRNA-circRNA networks constructed using the predominant differentially expressed RNAs. The core genes specific to the difference between yaks and cattle were associated with the endoplasmic reticulum and fat deposition, but those identified from the comparison among yaks at different altitude gradients were associated with maintenance of the normal biological functions of cells.

**Conclusions:**

This study enhances our understanding of the molecular mechanisms involved in hypoxic adaptation in yaks and might contribute to improvements in the understanding and prevention of hypoxia-related diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08044-9.

## Background

The mechanisms regulating the adaptation of organisms to high-altitude environments have become topics of great interest in recent years. Yaks (*B. grunniens*) are an iconic symbol of the Tibetan Plateau. Currently, there are more than 15 million yaks living on the Tibetan Plateau, accounting for about 90% of the world’s yak population. Yaks are indispensable to Tibetans and furnish primary resources [1], which makes yaks an ideal model for studying adaptation to plateau environments. Yaks have evolved some anatomical and physiological traits that allow them to survive in extreme high-altitude environments, and these traits include larger lungs and hearts [2], blunted hypoxic pulmonary vasoconstriction [3], a strong environmental sense [2] and high energy metabolism [4]. Extensive and in-depth investigations of high-altitude adaptation have been performed at the levels of morphology [5], anatomy [6], hemodynamics [6], physiology [7] and genomics [1, 8]. Because the cattle reared in the yak habitat suffers from pulmonary hypertension [9–11], the comparison of yaks and cattle contributes to an improved understanding of evolutionary adaptation to high altitudes [3, 4, 12]. Tibetans have also acquired similar physiological features, which helps to provide more efficient blood flow and oxygen under hypobaric hypoxia [13]. In addition, compared with the lowland cattle and lowland Han populations, the hemoglobin levels of yaks and Tibetans are maintained at normal levels [14, 15], which suggests that yaks and Tibetans likely utilize similar strategies to protect themselves from high-altitude polycythemia. Previous studies have identified *EPAS1* and *EGLN1* as two key genes for maintaining normal levels of hemoglobin concentrations under hypoxic environment [15, 16], whereas the genes for yaks to adapt to hypoxia seem to be different from humans [17]. Compared with yaks, humans are more recent inhabitants on the Tibetan Plateau [18–21]. Therefore, natural selection was likely to affect different set of genes and pathways in yaks.

Accumulating evidence strongly implicates noncoding RNAs (ncRNAs), particularly microRNAs (miRNAs) [22], long noncoding RNAs (lncRNAs) [23–25], and circular RNAs (circRNAs) [26], in gene expression. In a previous study, we investigated the lung expression patterns of dysregulated lncRNAs in yak and cattle models and demonstrated that lncRNAs contribute to yak hypoxia. To further investigate the regulatory role of ncRNAs in hypoxia, we focused on circRNAs, a class of ncRNAs that can regulate transcriptional and posttranscriptional gene expression [27]. Unlike linear RNAs, circRNAs consist of covalently closed continuous loops without 5′-3′ polarity and a poly (A) tail and might function as microRNA sponges to modulate the expression of parental genes through competing endogenous RNA (ceRNA) networks [28]. Therefore, we hypothesized that circRNAs, as a new regulatory layer, might play an important role in yak hypoxia.

Lung plays an important role in the adaptation to hypoxia in the plateau environment as the respiratory system. To identify the mechanisms that regulate the adaptation to hypoxia, we used a microarray analysis approach to identify the profiles of differentially expressed circRNAs, miRNAs and mRNAs in the lung of yaks. Since the yak is a native species on the plateau, these animals are only located at altitudes between 3000 and 5000 m above sea level, and thus, we cannot use a lowland control. Yaks and cattle constitute a pair of closely related species that diverged 5 million years ago [1]. Although yaks and cattle are different species, their genomes exhibit strong similarities, including an identical number of chromosomes (30 chromosomes), similar karyotypes [2] and extensive synteny [1], and thus, these two species can be used to decipher the mechanisms underlying adaptation to hypoxia. Genetic of mammalian adaptation can be based on genomic comparisons between closely related species [29, 30]. To further explore the changes in the regulation of genes related to hypoxic adaptation that occur in yak lung tissue at increasing altitudes, lung samples from yaks at different altitudes were also subjected to a microarray analysis. We then performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses and constructed a circRNA-associated ceRNA network. The findings from this study will expand our understanding of the potential role of the circRNA-associated ceRNA network in hypoxia in the yak lung.

## Methods

### Experimental animals and sample collection

Lung tissue were collected from indigenous adult male yaks at three different altitudes (3400 m, 4200 m and 5000 m) in three biological replicates per altitude, two indigenous adult male Zaosheng cattle at an altitude of 1500 m as a lowland control. The location and other details of samples were provided in the Table S1 and Fig. S1. We chose animals of breeding age because of their relatively stable gene expression. Prior to sample collection, ensure the health of the animals. The yaks were humanely sacrificed with the following procedures: Electrically stunned (120 V dc, 12 s) prior to exsanguination, sacrificed while in the coma by bloodletting from carotid artery and jugular vein, and dissected rapidly to obtain lung tissue samples. 10G of data were generated from each sample.

### Read mapping and transcript assembly

Raw data were filtered using the following series of steps to remove low-quality data for subsequent analysis. Low-quality reads were removed by using BWA algorithm [31]. Subsequently, low-quality reads, reads without 3′ adapters, unknown base calls (N) were trimmed from the raw miRNA data. Mapping to the reference genome (ftp://ftp.ncbi.nlm.nih.gov/genomes/refseq/vertebrate_mammalian/Bos_mutus/annotation_releases/current/GCF_000298355.1_BosGru_v2.0/GCF_000298355.1_BosGru_v2.0_genomic.fna.gz) based on the HISAT2 software (v2.0.5). The generated bam files were sent to StringTie (v1.3.2d), and the information was then merged to obtain the assembly results.

### Identification of circRNAs and miRNAs

The back-splice algorithm and FindCirc software were used to identify the junctions of unmapped reads and the prediction of the circRNAs, respectively [32].

To filter out other small RNA species, the unique reads were aligned to the Rfam RNA family database in the miRNA analysis. The BLAST parameters were as follows: (1) E value not higher than 1; (2) score ≥ 15 (at least 15 bases); and (3) no more than one mismatched base. The miRNA of this species were compared using the miRBase database [33]. Identify known miRNAs from the sequencing data by comparing with the miRBase database. Determine the location of novel miRNAs in the reference genome using Bowtie2 [34], and MIREAP was then used for the prediction of novel miRNAs based on the localization results.

### Quantification and differential analysis of RNA expression levels

The previous analysis revealed the read counts of each sample. FPKM (fragments per kilobase of transcript per million fragments mapped) values for the mRNAs and circRNAs were obtained for each sample, and RPM (reads per million) values for the miRNAs were calculated for each sample. The differentially expressed RNAs were analyzed using DESeq2 (v1.32.0) (http://www.bioconductor.org/packages/release/bioc/html/DESeq.html) [35], based on the *P* value calculated through multiple hypothesis testing [35]. Therefore, the following criteria were applied for the detection of differentially expressed RNAs: fold change > 2 and adjusted P value < 0.05 [36].

### Enrichment analysis

The differentially expressed circRNAs (DECs) (using the parent genes of DECs) were analyzed based on Gene Ontology (GO, http://www.geneontology.org/) terms and the Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/) using the clusterProfiler (10.1089/omi.2011.0118) package in R [37]. In this analysis, a cutoff value of 0.05 was used to filter the significantly enriched categories [38, 39]. Tests included multiple hypothesis testing based on the Benjamini-Hochberg method [35].

### Regulatory network analysis

The differentially expressed circRNAs, miRNAs and mRNAs were analyzed using miRanda [40]. A network of the interactions between ncRNAs and mRNAs was constructed using Cytoscape software [41]. The size of each node represents the degree, which is a parameter reflecting the number of nodes connected to a specific node. Therefore, significant nodes at the core areas of the regulated networks were considered highly associated with hypoxic adaptation.

### Altitude-dependent expression pattern analysis

Altitude-dependent variations were evaluated using STEM analysis [42] and different colors were used to indicate the significantly (*P*-values ≤0.05) enriched module profiles. Furthermore, a functional enrichment analysis was performed on all genes that showed similar tendencies in a module, as determined using g:Profiler [43] and the same parameter settings.

### Quantitative real-time (RT)-qPCR analysis

Four DECs and seven DEGs were selected to verify the reliability of our data. Total RNA was extracted from lung tissue samples of yaks and cattle according to the manufacturer’s protocol (Invitrogen, Carlsbad CA, USA). qRT-PCR was used to test expression levels (Fig. 1). qRT-PCR was performed with a total volume of 20 μL containing 1 μL of each primer (10 μM), 1 μL of diluted cDNA and 10 μL of 2 × SYBR Premix ExTaq II (Takara, China). The cycling parameters for qRT-PCR amplification were 95 °C for 30 s followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s. Each qPCR experiment was performed in triplicate, and the 2^-∆∆Ct^ method was used to calculate the relative expression levels [44]. The primers for β-actin were designed as endogenous controls, and the amplified primers were listed in Supplementary Table S6. Moreover, the target specificity of the PCR primers was verified using BLAST, and the appearance of a single peak in the melting curve indicated the specificity of a primer. In summary, the qPCR expression trends indicated that the sequencing data were reliable (Fig. 1).

**Fig. 1:**
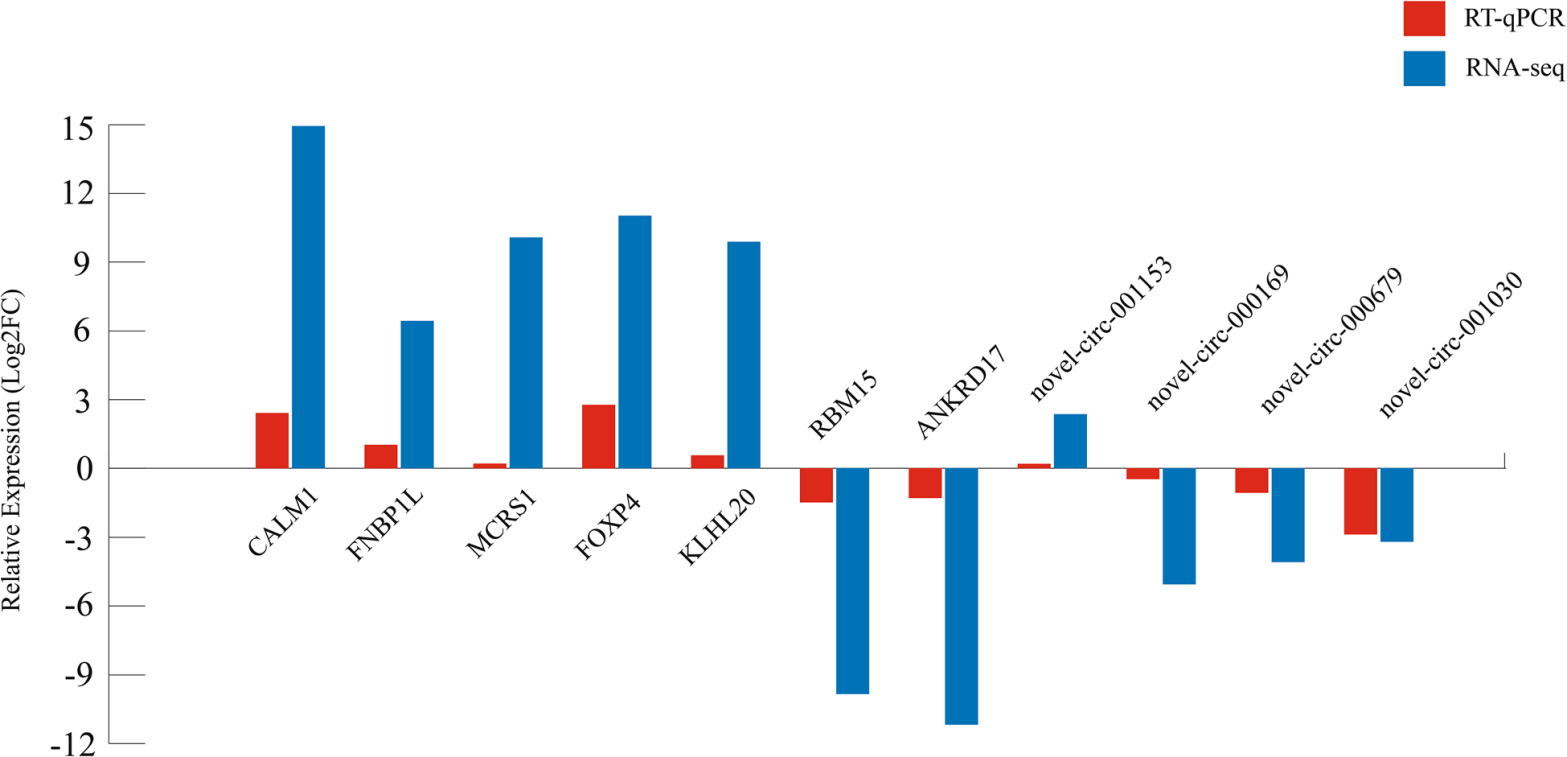
The RT-qPCR and RNA-seq methods were used to determine the expression levels of mRNA and circRNA. β-actin was designed as endogenous controls. The red and blue histograms represent the relative expression values determined by RT-qPCR and RNA-seq, respectively

## Results

### Overview of RNA sequencing

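Lung RNA from 2 Zaosheng cattle at 1500 m (CON) and from yaks at 3400 m (T1), 4200 m (T2) and 5000 m (T3) was sequenced, with 3 animals in each yak group and 1 library per animal. The T1 yaks came from Maqu and the T3 yaks from Anduo, while the T2 yaks came from Linzhou (replicate 1), Bange (replicate 2) and Dangxiong (replicate 3). The authors mapped the reads of both species to the yak assembly BosGru_v2.0 with HISAT2, assembled transcripts with StringTie, and deposited the length of each gene and its FPKM in each library. The files list 8451 genes with a numeric identifier and 8816 genes with the prefix NewGene, given to genes of the authors' assembly and called new genes here. The files give values per gene and not per transcript, and the paper's text does not state how reads shared between similar genes were counted. FPKM multiplied by gene length and by a factor for each library gave whole numbers of reads for 100% of the values. The reads behind each value were recovered in this way, called reads here although the paper defines FPKM by fragments. Between 28138973 and 54515645 reads per library were counted on genes, with a median of 38343966 in CON, 40355948 in T1, 38316998 in T2 and 40005160 in T3. At this depth, 3 reads on a gene of 1 kb gave an FPKM of 0.055 to 0.107. The groups were compared with limma, with a trend of the variance on mean expression, on log2(FPKM + 1). A single fit to the 11 libraries covered the 13636 genes with an FPKM of at least 1 in at least 2 libraries. A gene was called a DEG where the fold change was at least 2 and the Benjamini-Hochberg adjusted p was under 0.05, and up means higher in the second-named group. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values.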

To assess the mechanisms associated with genes involved in hypoxic adaptation, lung tissues were collected from yaks living at three different altitudes, and whole-transcriptome profiling of all mRNAs, noncoding RNAs (circRNAs) and microRNAs (miRNAs) was performed via high-throughput sequencing using Zaosheng cattle as a control. To obtain RNA sequencing (RNA-Seq) libraries, an average of 83.501 million clean reads were obtained from the 11 samples tested, and 62.99–91.49% of these reads were uniquely aligned to the reference genome using HiSAT2 [45]. 

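The libraries differed in how their reads were spread over genes. Genes without a read numbered 3747 in T3 replicate 2 and 2816 in T3 replicate 1, against 1821 to 2342 in the other 9 libraries. The 10 genes with the most reads held 40.7% of the reads counted on genes in T3 replicate 2 and 39.7% in T3 replicate 1, against 17.5% to 30.8% in the other 9. Both libraries also had the lowest mapping rates in Table S2, where the paper's values are 62.99% for T3 replicate 2 and 78.74% for T3 replicate 1. Pearson correlations of log2(FPKM + 1) between libraries were taken across the 11881 genes with a mean FPKM of at least 1, and genes are not independent replicates. The correlation was 0.968 between the 2 cattle, 0.931 to 0.949 within T1, 0.871 to 0.942 within T2 and 0.886 to 0.942 within T3. Yaks of different altitudes correlated with each other at 0.839 to 0.949, with a median of 0.924, and cattle correlated with yaks at 0.858 to 0.91, with a median of 0.896.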

At least 91.70% of the reads from all 11 samples presented values equal to or exceeding Q30 (Table S2). In addition, an average of 9.15 million clean reads were obtained from the small RNA-Seq libraries (Table S3). A total of 1000 known miRNAs and 3447 novel miRNAs were obtained after a series of analyses (Table S4).

In total, 21,764 mRNAs (Table S5) were obtained, and 15,872 of these mRNAs were generally expressed in the CON, T1, T2 and T3 groups. 

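Of the 17016 genes with a read in any library, 15029 had an FPKM above 0 in at least 1 library of each of the 4 groups, and 251 listed genes had no read. The paper's text does not name the threshold for expression, and a value above 0 was used here, which a single read meets. The number of genes expressed in all 4 groups fell most with an FPKM of at least 1 as the threshold, to 10609. With a value above 0 required in every library of each group, 11821 genes remained in all 4 groups.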

A total of 297 were specific to cattle, and 2224 were yak-specific mRNAs (Fig. 2A). Additionally, 1377 circRNAs were obtained; in addition, 7 and 102 of these circRNAs were specifically expressed in cattle and yak, respectively, and 1193 of these circRNAs were consistently expressed in the CON, T1, T2 and T3 groups (Fig. 2C). 

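Reads in at least 1 cattle library and in no yak library were found for 171 genes, of which 103 were new genes. Reads in at least 1 yak library and in neither cattle library were found for 1063 genes, of which 535 were new genes and 380 had reads in all 3 yak groups. Most of these genes had few reads. In its highest library, the median gene had 4 reads among the 171 and 8 reads among the 1063, and 28.1% and 13.7% of them, respectively, had at most 3 reads in any library. For those genes an absence from the other species was not detectable at this depth. The 9 yak libraries also gave a gene more chances to be seen than the 2 cattle libraries. With 2 libraries per yak group, the 27 possible choices gave medians of 233 genes in cattle alone and 945 in yaks alone. Without CON replicate 1, these numbers were 107 and 1604, and without CON replicate 2 they were 121 and 1698. An FPKM of at least 1 as the threshold gave 321 genes in cattle alone and 2407 in yaks alone, which can have reads in the other species under this threshold.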

The analysis identified 4447 miRNAs, which included 1000 known and 3447 novel miRNAs (Table S5).

**Fig. 2:**
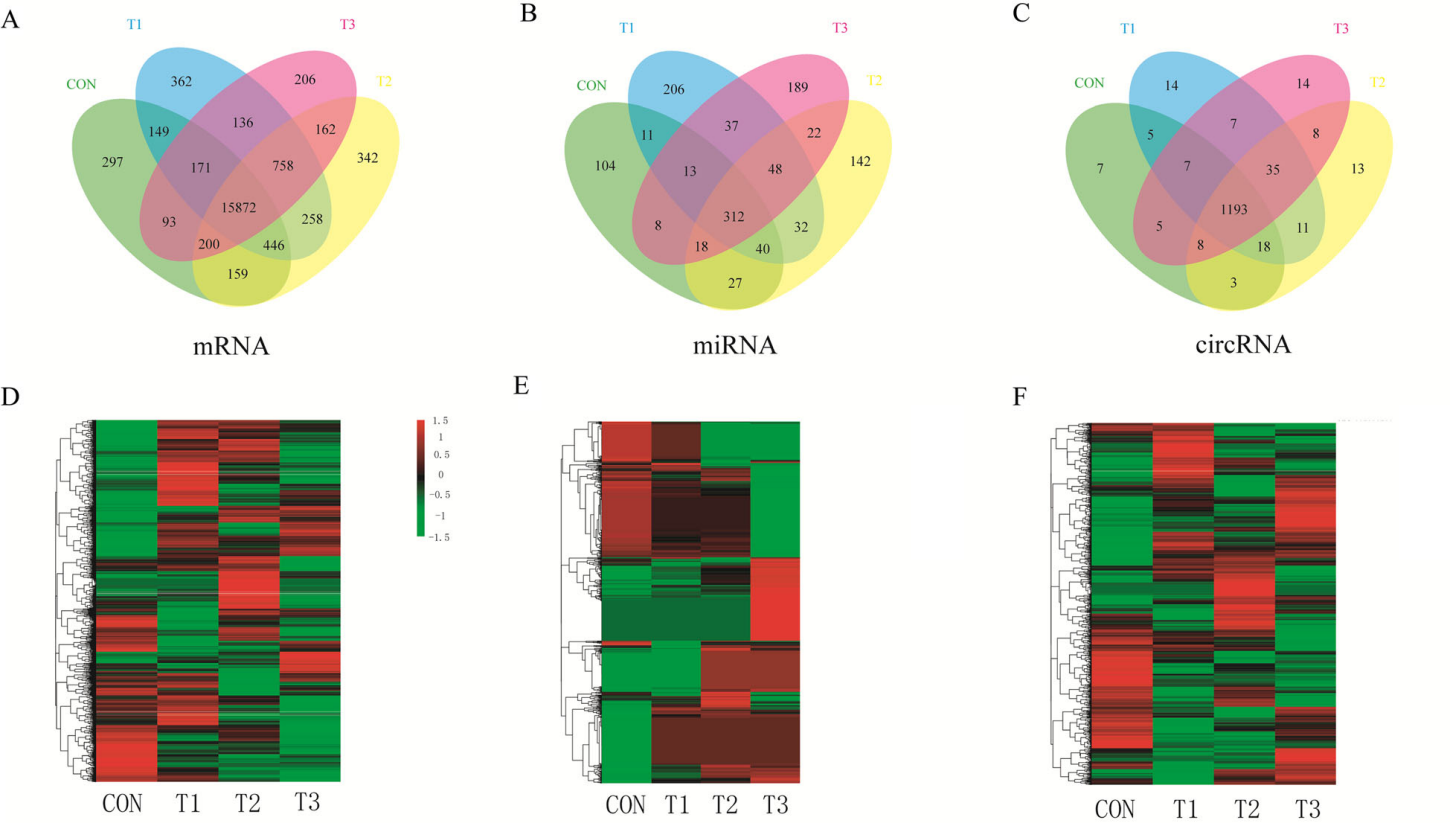
Comparative analysis of mRNAs, miRNAs, and circRNAs between yaks and cattle. Specific mRNAs (A), miRNAs (B), and circRNAs (C) shared between yaks and cattle. (D) Cluster analysis of differentially expressed mRNAs. (E) Cluster analysis of differentially expressed miRNAs. (F) Cluster analysis of differentially expressed circRNAs. The right color scale depicted the relative expression levels of mRNA, miRNA, or circRNA. The red colors indicate high relative expression; the green colors indicate low relative expression. The left panel shows the gene tree constructed based on a Pearson correlation analysis, and the value represents the gene expression values normalized with DES_EQ_2

To identify the function of circRNAs in hypoxic adaptation, the profiles of circRNAs were investigated by high-throughput sequencing according to a previously described pipeline [32]. The expression abundance of circRNAs was measured based on TPM values, and the results indicated no abnormal expression in any of the 11 samples (Fig. S2). The results showed high consistency among the 11 tested samples, as shown in Fig. S2.

### Identification of altitude-dependent DEGs

The number and distribution of DEGs were identified from each pairwise comparison (Table 1). The number of DEGs was obtained from the comparison between yak and cattle were higher than from the comparison of yaks at different altitudes. 

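Of the 13636 genes tested, 380 were DEGs in CON vs T1, 297 in CON vs T2 and 382 in CON vs T3, while T1 vs T2, T1 vs T3 and T2 vs T3 gave 0 DEGs each. With an unadjusted p under 0.05 and the same fold change of 2, the numbers were 1356, 1112 and 1440 between yaks and cattle and 356, 775 and 739 between altitudes. New genes made up 241, 195 and 240 of the DEGs in CON vs T1, CON vs T2 and CON vs T3. In 100 simulated sets of libraries without any difference between groups, at most 2 genes were called in a comparison. Each gene varied independently in these sets, so shifts of many genes in a library were not covered. Library weights estimated by limma raised the numbers to 1363 in CON vs T1, 788 in CON vs T2 and 1885 in CON vs T3, and a filter on a mean FPKM of at least 5 lowered them to 137, 78 and 90. Without T3 replicate 3, CON vs T3 gave 1143 DEGs. Leaving out any other library of the yak group compared lowered the number. The lowest were 159 in CON vs T1, 141 in CON vs T2 and 201 in CON vs T3. The cattle and the yaks differed in species, altitude and county together.

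**Figure D1:**
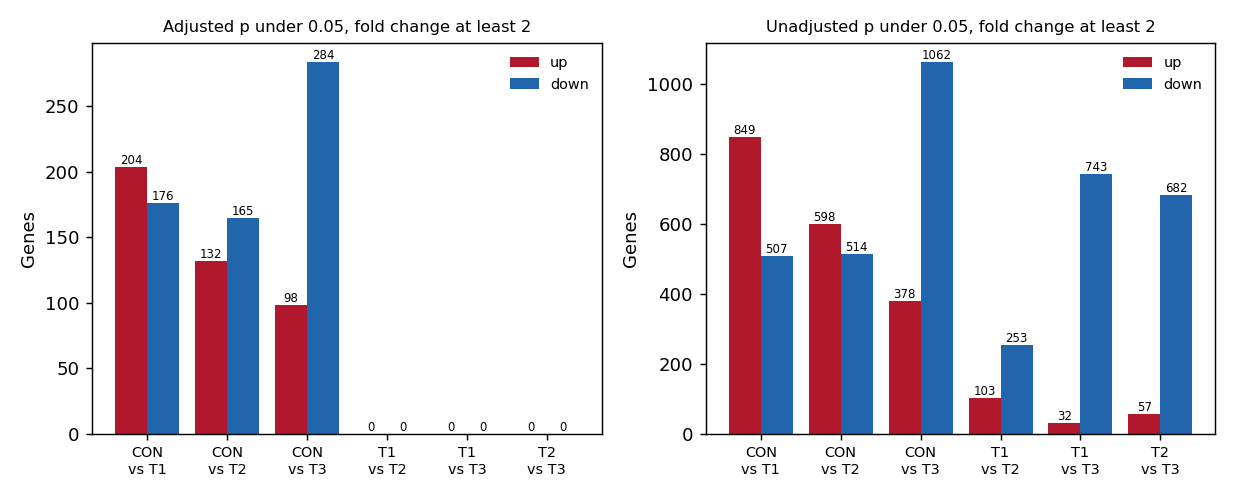
Numbers of genes higher (up, red) and lower (down, blue) in the second-named group of each comparison, with a fold change of at least 2 and an adjusted p under 0.05 (left) or an unadjusted p under 0.05 (right), limma on log2(FPKM + 1). With the adjusted p, DEGs were called in the 3 comparisons with CON and none in the 3 comparisons between altitudes, where the unadjusted p gave 356, 775 and 739 genes.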

In total, 275, 280 and 201 DEGs were identified from the comparison of yaks at different altitudes (Table 1). 

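Between altitudes, the smallest adjusted p in limma with Benjamini-Hochberg adjustment was 0.135 in T1 vs T2, 0.063 in T1 vs T3 and 0.223 in T2 vs T3. An unadjusted p under 0.05 at any fold change was reached by 939, 2545 and 2023 genes, against 682 given by chance. The size of a change that such groups can show was measured on simulated libraries with 200 genes changed in T3. The spread of each gene was estimated from the real libraries. Only genes with a mean FPKM of at least 5 were changed, and each gene varied independently. The result does not cover genes with lower values, or shifts of many genes in a library. Genes with a log2 change of 3 were called in 86.6% of cases in T1 vs T3 and 85.1% in T2 vs T3, those with a log2 change of 2 in 56.7% and 52.2%, and those with a log2 change of 1 in 7.6% in both. A single library decided the number of DEGs at 5000 m. Without T3 replicate 3, the T3 library with the highest mapping rate in Table S2, 1188 genes were DEGs in T1 vs T3 and 865 in T2 vs T3. Leaving out any other library of the 2 altitudes compared gave at most 5 DEGs. With library weights, 1266 genes were DEGs in T1 vs T3, 317 in T2 vs T3 and 0 in T1 vs T2, where the unadjusted p without weights gave 356.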

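The DEGs comprised 204 up and 176 down in CON vs T1, 132 up and 165 down in CON vs T2, and 98 up and 284 down in CON vs T3. Between altitudes, genes with an unadjusted p under 0.05 and a fold change of at least 2 comprised 103 up and 253 down in T1 vs T2, 32 up and 743 down in T1 vs T3, and 57 up and 682 down in T2 vs T3. With median-ratio scaling or quantile normalization between libraries, the majority changed from up to down in CON vs T1 and stayed down in the other comparisons. The median log2 fold change over the genes tested was 0.17, 0.10 and -0.22 in the comparisons of CON with T1, T2 and T3, and -0.07 in T1 vs T2, -0.37 in T1 vs T3 and -0.30 in T2 vs T3. Median-ratio scaling between libraries, which centres the changes and so evens out this balance, brought these medians to between -0.02 and 0.01. It gave 129 DEGs up and 202 down in CON vs T1, 129 up and 178 down in CON vs T2, and 182 up and 248 down in CON vs T3. Quantile normalization gave 176 up and 277 down in CON vs T1, 143 up and 219 down in CON vs T2, and 185 up and 223 down in CON vs T3. After median-ratio scaling, the genes with an unadjusted p under 0.05 were down in 55.8% of cases in T1 vs T2, 59.9% in T1 vs T3 and 57.2% in T2 vs T3, against 71.1%, 95.9% and 92.3% before.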

The DEGs obtained from the pairwise comparisons included more downregulated than upregulated genes. According to the same criteria, we also identified DECs: 26, 30 and eight DECs were obtained from comparison of yaks at different altitude gradients (Table 1).

**Table 1:** The number and distribution of differentially expressed mRNAs, circRNAs and miRNAs were identified from each pairwise comparison

Contrasts	mRNA		miRNA		circRNA	
	Up	Down	Up	Down	Up	Down
CON VS T1	1011	1019	19	12	69	52
CON VS T2	779	703	5	5	35	25
CON VS T3	691	772	16	18	44	27
T1 VS T2	117	158	11	11	18	8
T1 VS T3	120	160	6	11	14	16
T2 VS T3	119	82	23	21	6	2

CON group represent the lung tissue of Zaosheng cattle at an altitude of 1500 m

T1 group represent the lung tissue of yaks at an altitude of 3400 m

T2 group represent the lung tissue of yaks at an altitude of 4200 m

T3 group represent the lung tissue of yaks at an altitude of 5000 m

### Altitude-related gene expression profiles

DEGs of yaks at different altitude gradients were grouped into similar trends according to the STEM analysis. We adjusted the fold change threshold from 2 to 1.5 for more DEGs to enrich. 

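The altitude series was built from the mean log2(FPKM + 1) of T1, T2 and T3, following the STEM scheme with 8 model profiles. Of the 13636 genes tested, 6403 differed at least 1.5-fold between the highest and the lowest of the 3 means. Each of these genes was assigned to the profile that correlated best with its change from T1. No p-value entered this choice. On simulated data, 99.6% of 4000 genes were assigned to the profile they were made with. Those genes had larger steps between groups than the 1.5-fold change required here, and noise that was small beside the steps. The 99.6% is therefore not the accuracy for the real genes. In 2990 of the 6403 genes (46.7%), each library of the highest group lay above each library of the lowest group. For a fixed pair of groups, chance gives 10% of genes, and here the pair was picked for its difference. In 100 random splits of the 9 yak libraries into groups of 3, the median number of such genes was 1746, and 11 of the 100 splits, the real one included, gave as many as 2990.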

We identified 13,424 DEGs and classified 4361 mRNAs into altitude-series expression patterns. The analysis of mRNAs revealed that four altitude profiles (*P* ≤ 0.05) were enriched by 3060 (70.17%) genes (Fig. 3). 

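The 4 profiles labelled 0, 1, 3 and 5 in Fig. 3 held more genes than expected from the 6 orders of the groups. Profile 0 held 1325 genes against 530.2 expected, profile 1 held 956 against 687.7, profile 3 held 2330 against 916.5, and profile 5 held 1165 against 933.0. Together they held 5776 genes (90.2% of those classified), and none of the remaining 4 profiles held more genes than expected. Enrichment was read from a binomial test with Bonferroni adjustment over the 8 profiles. The test works on group means and does not carry the error between animals. Median-ratio scaling between libraries, chosen as an alternative after seeing the data, changed which profiles were enriched. It left 2424 of 4518 classified genes in enriched profiles. Profile 0 then held 341 genes against 392.7 expected and profile 1 held 442 against 619.0, so that neither was enriched, while profile 3 held 712 against 494.3, profile 5 held 1030 against 823.0 and the profile that is level to T2 and then rises held 682 against 619.0.

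**Figure D2:**
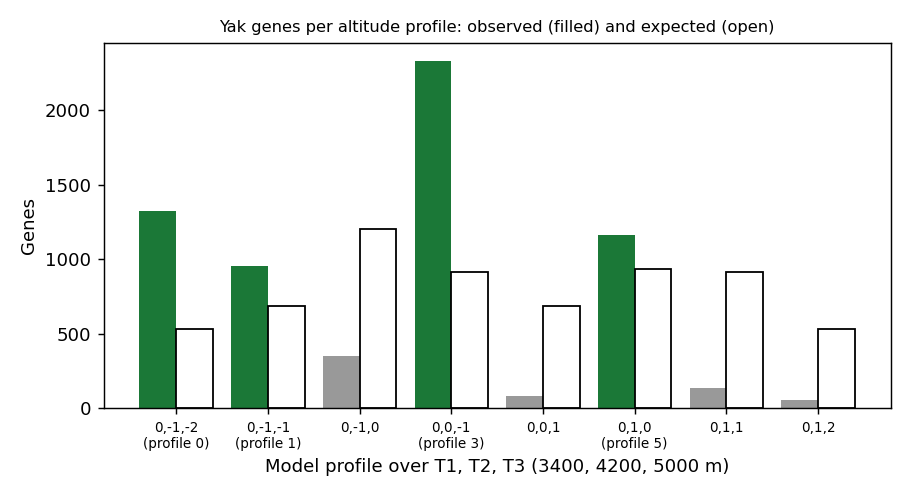
Numbers of genes in each of the 8 model profiles over T1, T2 and T3 (3400, 4200 and 5000 m), as observed with FPKM as deposited (filled bars, green where enriched) and expected from the orders of the groups (open bars). Profile 3 holds 2330 genes against 916.5 expected, and profile 0 holds 1325 against 530.2.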

A functional enrichment analysis of the aforementioned genes that showed similar expression patterns in the four models was performed to investigate the potential functions of these clustered mRNAs. According to the altitude-related trend in gene expression, the expression patterns were divided into monotonically decreasing patterns and two other patterns with an inflection point (Fig. 3). 

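Profile 0 falls by an equal step from T1 to T2 and from T2 to T3, profile 1 falls from T1 to T2 and then stays level, profile 3 stays level to T2 and then falls, and profile 5 rises at T2 and returns at T3. The enrichment of profile 5 depended on single libraries. Without T2 replicate 1 it held 697 genes against 779.3 expected, whereas without T2 replicate 2 it held 1640 and without T2 replicate 3 it held 1704, both enriched. It was also not enriched without T1 replicate 2, with 1138 genes against 1062.0 expected. Profile 3 stayed enriched without each of the 9 yak libraries in turn, with 1404 genes without T3 replicate 2 and 4201 without T3 replicate 3 as its lowest and highest numbers. Profiles 0 and 1 also stayed enriched in each of these 9 fits. From the trend of expression with altitude, the paper divides the profiles into monotonically decreasing patterns and patterns with an inflection point.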

The terms ‘microtubule-based process’ (GO:0007017) and ‘microtubule cytoskeleton organization’ (GO:0000226) were enriched in profile 3, and ‘channel activity’ (GO:0015267), ‘passive transmembrane transporter activity’ (GO:0022803) and ‘substrate-specific channel’ were enriched in profile 5.

**Fig. 3:**
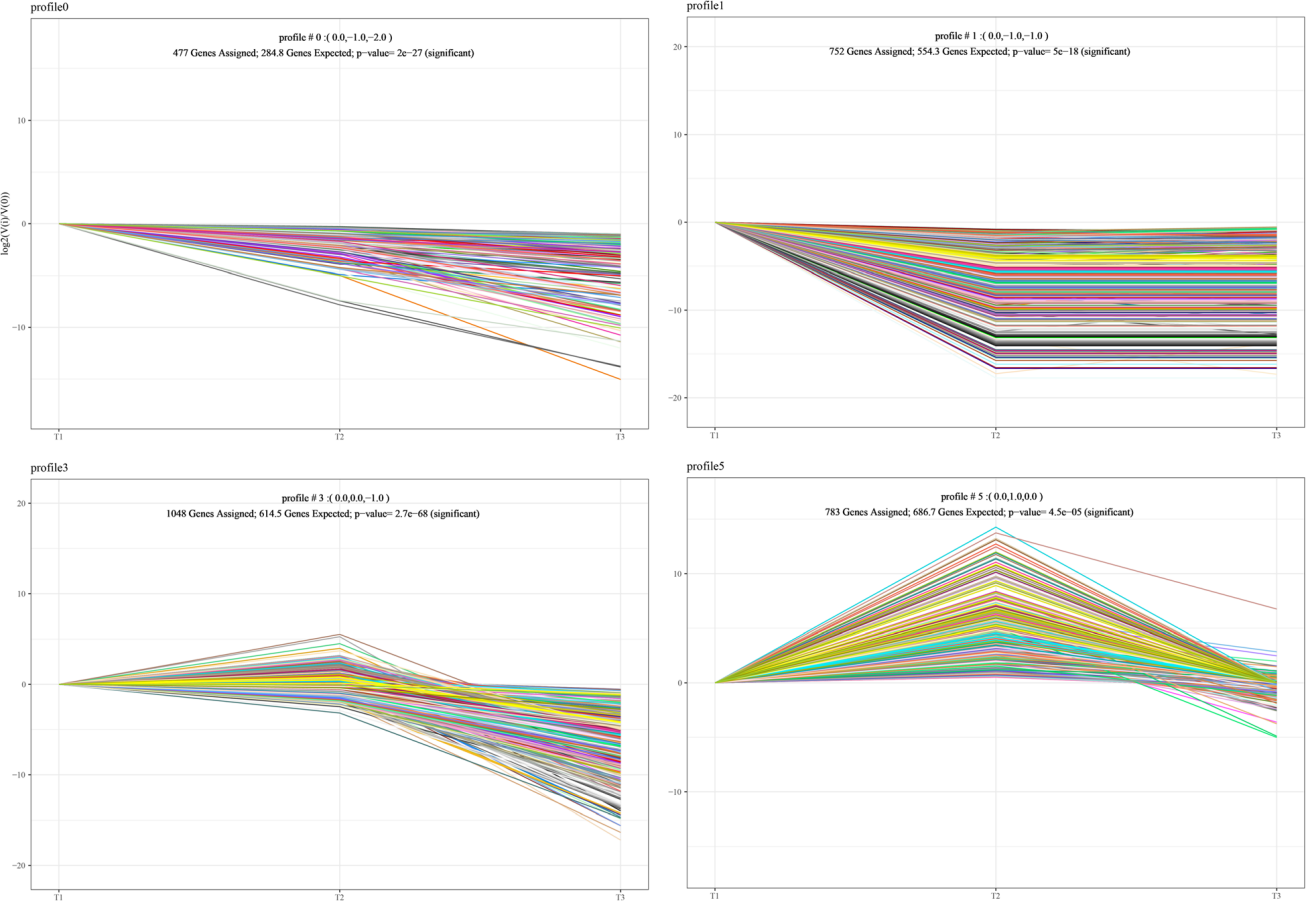
Profiles of altitude-dependent differentially expressed genes in yaks at different altitude gradients. The four modules show different expression patterns that were found to be significantly enriched via STEM analysis (nonsignificant modules are not shown)

### GO enrichment analysis of differentially expressed circRNAs

We performed GO enrichment analysis to investigate the biological roles of the DECs under high-altitude conditions. As demonstrated from the GO functional enrichment analysis, the DECs identified from the comparisons of yaks and cattle and those identified from the comparisons of yaks at different altitudes were commonly enriched in ‘immune system process’ within the biological process category, ‘cell’ in the cellular component category and ‘enzyme binding’ within the molecular function category (Fig. 4). The biological process ‘artery development’ and the cellular components ‘lytic vacuoles’ and ‘lysosomes’ were specific to the DECs identified from the comparisons of yaks and cattle (Fig. 4A). The biological processes ‘response to stimulus’ and ‘negative regulation of cellular component organization’ and the molecular function ‘protein binding’ were specifically enriched in the DECs obtained from the comparisons of yaks at different altitudes (Fig. 4B).

**Fig. 4:**
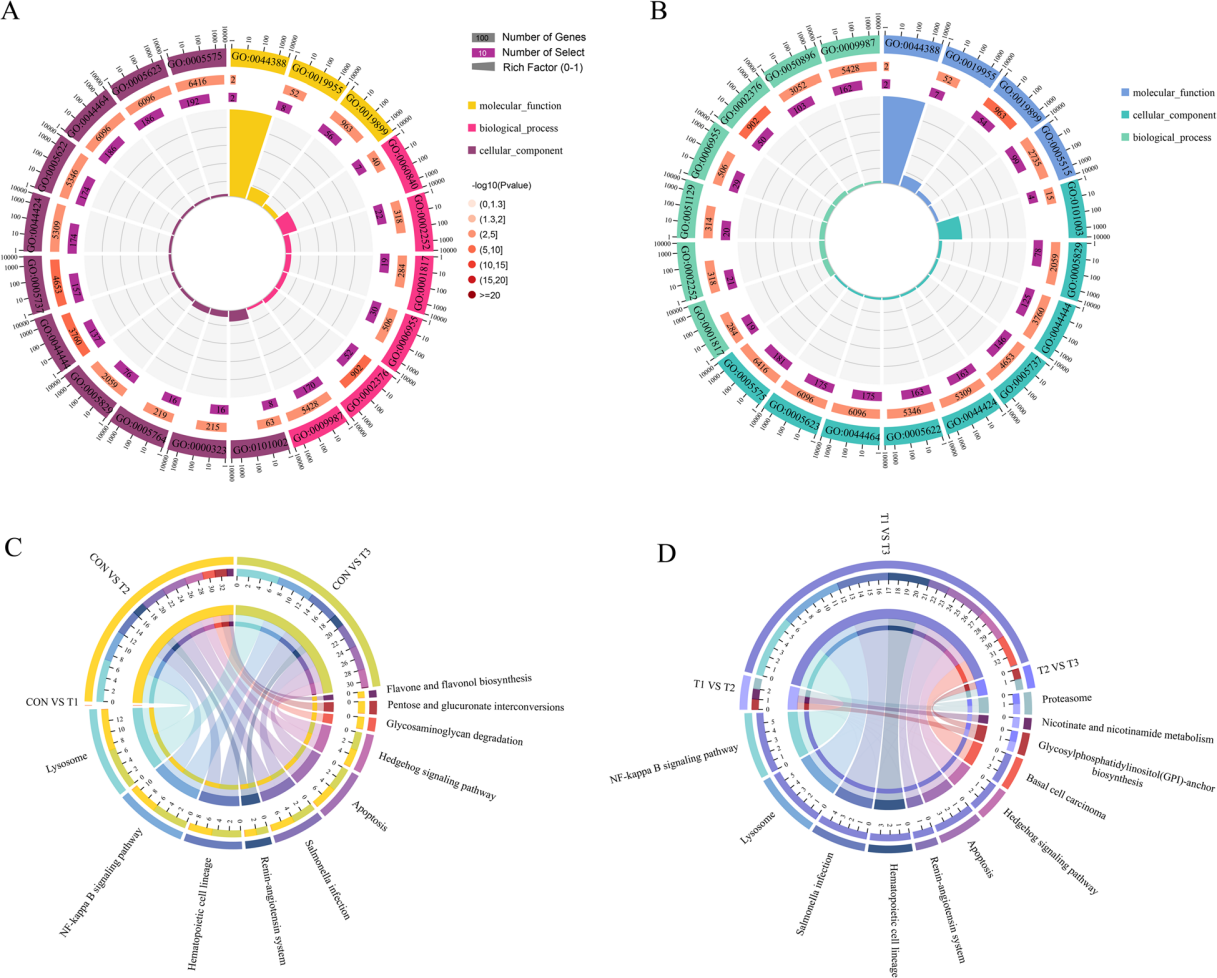
The KEGG and GO enrichment analyses of the differentially expressed circRNAs. GO enrichment analyses of the comparisons between yaks and cattle (**A**) and the comparisons among yaks at different altitude gradients (**B**). Enrichment cycle diagram including four circles, representing enrichment classification, the number of background genes in each categories and their Q or *P* values, the number of differentially expressed genes in the categories and the Rich Factor value of each category (The ratio of the number of differentially expressed genes to the number of background genes), respectively. KEGG enrichment analyses of the comparisons between yaks and cattle (**C**) and the comparisons among yaks at different altitude gradients (**D**). Each line represents a gene. OmicShare tools were used to visualize the GO and KEGG analysis results (http://www.omicshare.com/tools)

### Pathway enrichment analysis of differentially expressed circRNAs

In the KEGG pathway enrichment analyses, the DECs obtained from the comparisons of yaks and cattle and the comparisons of yaks at different altitudes were commonly enriched in the ‘NF-kappa B signaling pathway’ (Fig. 4). By comparing yaks and cattle, DECs were associated with metabolic pathways, such as ‘glycosaminoglycan degradation’ (Fig. 4C). By comparing yaks at different altitudes, which represent the effect of altitude changes on DECs, immune and cell cycle-related pathways were enriched, including ‘basal cell carcinoma’ (ko05217), ‘glycosylphosphatidylinositol (GPI)-anchor biosynthesis’ (ko00563), ‘nicotinate and nicotinamide metabolism’ (ko00760) and ‘proteasome’ (ko03050) (Fig. 4D).

### The differential RNA expression profiles between yak and cattle lungs identifies core regulatory networks and RNAs

We determined the mRNA and ncRNA (miRNA and circRNA) expression levels in yak and cattle lungs by high-throughput sequencing. Here, we aimed to uncover the biological processes and regulatory networks in yak lungs involved in hypoxic adaptation.

Key RNAs related to hypoxic adaptation were identified in Venn diagrams of differentially expressed RNAs (Fig. 5). 

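Among the 584 genes that were DEGs in at least 1 of the comparisons CON vs T1, CON vs T2 and CON vs T3, 174 were DEGs in each of them with the same sign, 59 higher and 115 lower in yaks. The 3 comparisons share the 2 cattle libraries. In 100 simulated sets without any difference between groups, no gene was a DEG in all 3 comparisons. With an unadjusted p under 0.05, a median of 53 and at most 71 genes were, against 556 observed. Genes varied independently in these sets, which do not cover a state of many genes shared by both cattle libraries. Across genes, the fold changes of the 3 comparisons correlated at 0.749 to 0.811, where the simulated sets gave a median of 0.598. In each of the 174 genes, every library of each yak group lay on the same side of both cattle. New genes made up 128 of the 174 (73.6%) and 48.9% of the genes tested. The number was 45 with a mean FPKM of at least 5 required and 444 with library weights. The genes named next had the largest mean log2 fold changes, and adjusted p-values are from limma with Benjamini-Hochberg adjustment. Gene 102277106 had an FPKM of 2.29 ± 1.11 (SD, n = 2) in CON, 429 ± 130 (SD, n = 3) in T1, 392 ± 119 (SD, n = 3) in T2 and 442 ± 300 (SD, n = 3) in T3. Its log2 fold change in CON vs T1 was 7.03 (standard error 0.58, limma adjusted p = 6.48e-05), and it was higher than in both cattle in 9 of 9 yaks. The new gene NewGene.17344 had at most 3 reads in each cattle library, and its FPKM was 176 ± 134 (SD, n = 3) in T1, 201 ± 67.6 (SD, n = 3) in T2 and 309 ± 89.6 (SD, n = 3) in T3. With voom on the recovered reads, chosen after seeing the data, it no longer passed the adjusted threshold in any of the 3 comparisons. The new gene NewGene.16851 fell from 374 ± 20.9 (SD, n = 2) in CON to 0.289 ± 0.281 (SD, n = 3) in T1 and 6.09 ± 7.79 (SD, n = 3) in T2, with 0 reads in T3, which was at least 1040-fold lower. With only the 2 compared groups in the fit, its change in CON vs T2 no longer passed the adjusted threshold. The new gene NewGene.7374 had an FPKM of 35.4 ± 3.46 (SD, n = 2) in CON and 0 reads in 9 of 9 yaks, at least 106-fold lower in T1, 115-fold lower in T2 and 90.4-fold lower in T3.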

The intersection of comparisons in CON vs. T1, CON vs. T2 and CON vs. T3 represented the main differences between yaks and cattle, and were considered the most interesting candidates (Fig. 5 part A).

**Fig. 5:**
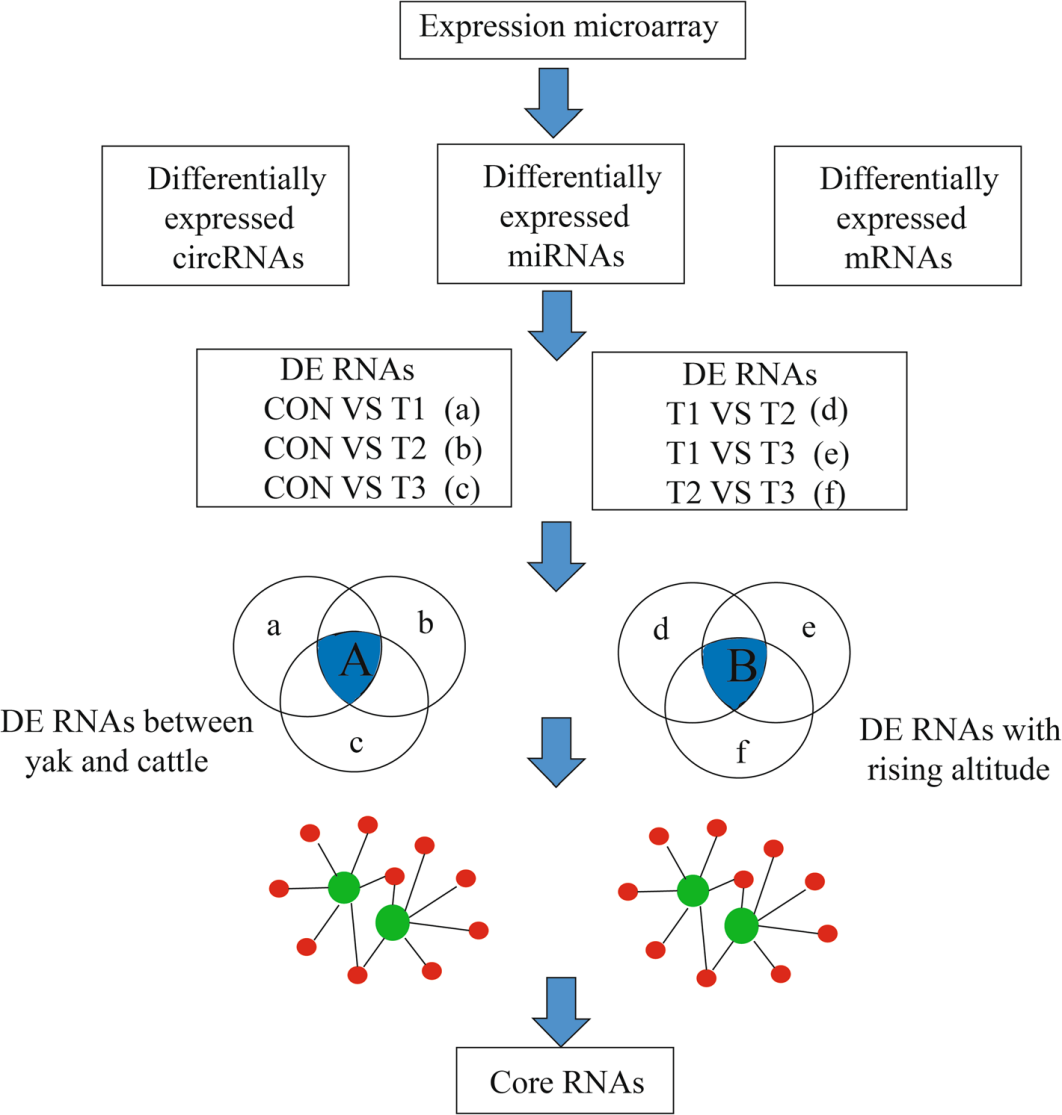
Experimental design for detecting key genes and regulatory molecules. Venn diagram indicating the intersection of the comparisons between yaks and cattle (part A) and the intersection of the comparisons among yaks at different altitude gradients (part B)

Networks of differentially expressed RNAs were constructed, including mRNAs, miRNAs and circRNAs, at the intersection of the Venn diagrams. 

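Of the mRNAs in the network of yaks and cattle, NewGene.10854 could be looked up by its identifier in the files, which list it as a gene of 4017 bases without a name. It had 282 reads in CON replicate 1 and 218 reads in CON replicate 2, an FPKM of 1.62 ± 0.26 (SD, n = 2), and 0 reads in 9 of 9 yaks. Its log2 fold change was -1.39 (standard error 0.23) in each of CON vs T1, CON vs T2 and CON vs T3. The adjusted p from limma with Benjamini-Hochberg adjustment was 0.00872 in CON vs T1, 0.00986 in CON vs T2 and 0.00736 in CON vs T3. A count of 0 allows up to 3 reads, an FPKM of up to 0.0225 in the shallowest library of T1, 0.0208 in that of T2 and 0.0265 in that of T3. Against these limits, which cover counting error only, NewGene.10854 was at least 71.9-fold lower in T1, 77.9-fold lower in T2 and 61.1-fold lower in T3 than in CON. With only the 2 compared groups in the fit, CON vs T2 and CON vs T3 no longer passed the adjusted threshold for this gene. It belongs to the new genes, and the cattle and yak reads were mapped to the same yak assembly.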

All miRNAs were upregulated, circRNAs and mRNAs were downregulated in the networks, including ppt-miR902f-3p_R15-1 L20, ata-miR166d-3p_R1-20L21, gma-miR6300_R2-18L18, ata-miR5168-3p, stu-miR408b-5p_R4-21L21, ptc-miR6471_R18-4 L21, sly-miR482e-3p_R1-21L22 and ath-miR5658_R1-19L21_8T-A, were identified as the most important RNAs between yaks and cattle, related circRNAs (XM_005892362.2, NewGene.14593.1, NewGene.4813.1 and NewGene.4968.1) and mRNAs (NewGene.1351.4, NewGene.7693.3, NewGene.10854.1, NewGene.11680.5 and NewGene.11562.2) identified by miRanda (Fig. 6).

**Fig. 6:**
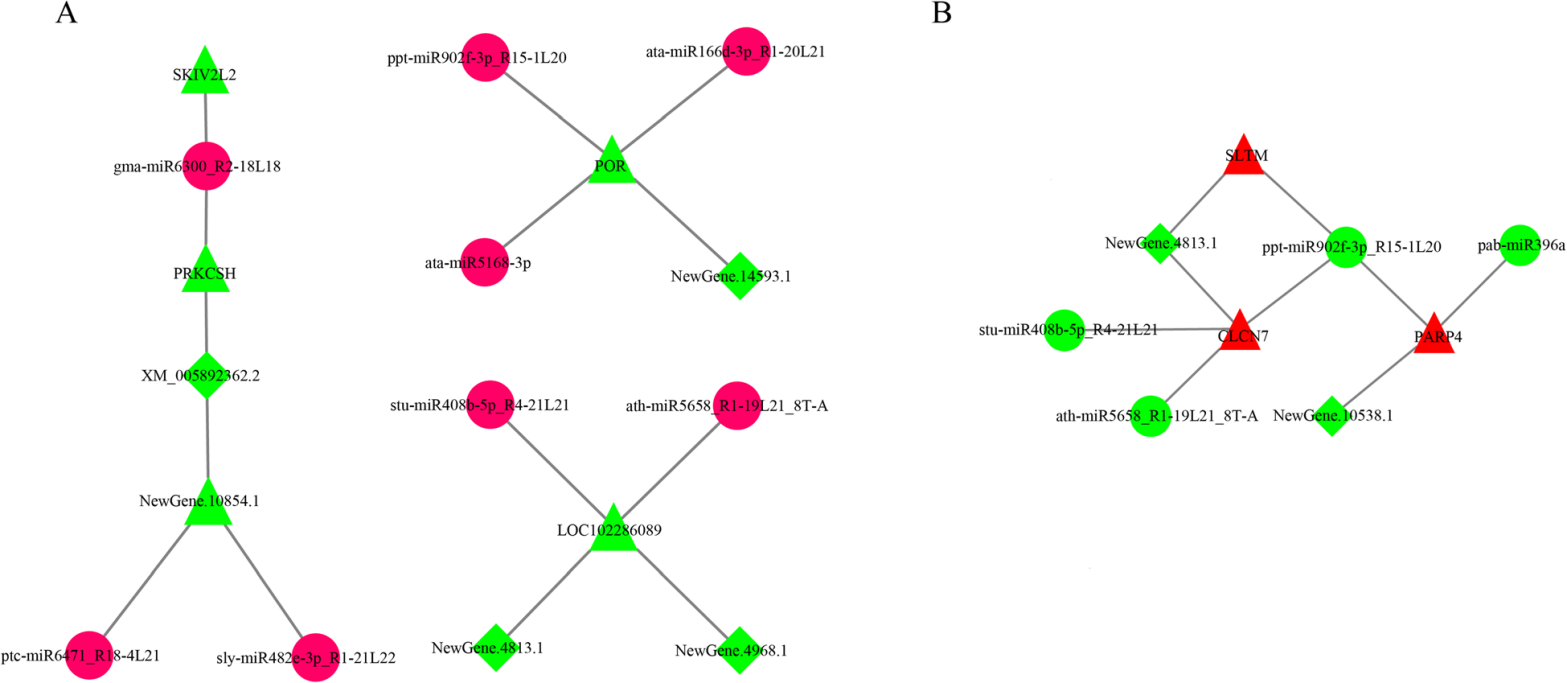
ceRNA coregulation network. The codifferentially expressed mRNAs, miRNAs and circRNAs in the intersection of the comparisons between yaks and cattle in the Venn diagram (part A) (A) and the intersection of the comparisons among yaks at different altitude gradients in the Venn diagram (part B) (B) were used to construct the ceRNA coregulation network. The triangular nodes represent mRNAs, the circular nodes represent miRNAs, and the rhombus-shaped nodes represent circRNAs. The red nodes represent upregulated transcripts, and the green nodes represent downregulated transcripts. The miRanda software and Cytoscape V3.2 software (http://cytoscape.org/) were used to analyzed and visualized network

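Fig. 6A shows LOC102286089 among the downregulated mRNAs, and the gene that the files list by the number in this name is taken here as that gene. It had an FPKM of 33.3 ± 0.478 (SD, n = 2) in CON, 45.8 ± 0.508 (SD, n = 3) in T1, 35.7 ± 7.95 (SD, n = 3) in T2 and 37.4 ± 13.3 (SD, n = 3) in T3. The log2 fold change was 0.45 (standard error 0.29) in CON vs T1, 0.07 (0.29) in CON vs T2 and 0.11 (0.29) in CON vs T3. The adjusted p from limma with Benjamini-Hochberg adjustment was 0.475, 0.964 and 0.89, so that the gene was not a DEG in these comparisons. The values are per gene, while the network of the paper holds mRNAs, so a lower single transcript is not excluded. Of the 9 yaks, 6 lay above both cattle and 2 below both. The small difference in CON vs T2 changed direction with median-ratio scaling (log2 fold change -0.04), with quantile normalization (-0.01) and without T2 replicate 2 (-0.07), and that in CON vs T3 without T3 replicate 1 (-0.16).

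**Figure D3:**
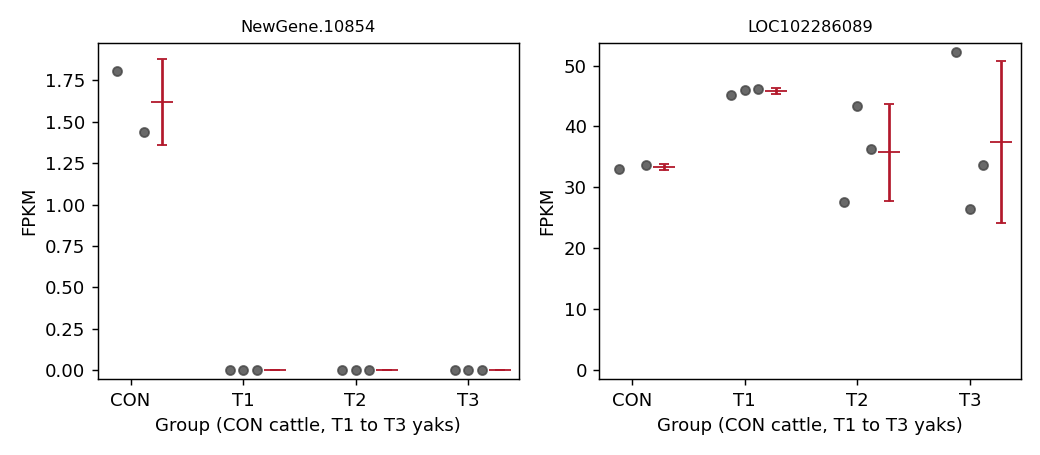
FPKM of NewGene.10854 (left) and LOC102286089 (right) in each library (points) by group, with the mean and SD of each group beside them (red). NewGene.10854 has reads in the 2 cattle and 0 reads in the 9 yaks, and LOC102286089 ranges from 26.5 to 52.2 in the yaks around the cattle values of 33.0 and 33.7.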

### The differential RNA expression profiles among yak lungs at three different altitudes identifies core regulatory networks and RNAs

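Of the 13636 genes tested, 0 were DEGs in all of T1 vs T2, T1 vs T3 and T2 vs T3. With an unadjusted p under 0.05 and a fold change of at least 2 in each comparison, 2 genes remained, the new genes NewGene.13673 and NewGene.16756, which are named because of their small number and after their values were seen. The log2 fold change of NewGene.13673 was -1.06 in T1 vs T2, -2.40 in T1 vs T3 and -1.34 in T2 vs T3. That of NewGene.16756 was -2.65 in T1 vs T2, -1.47 in T1 vs T3 and 1.18 in T2 vs T3. Simulated sets without any difference between groups gave a median of 1 and at most 7 such genes at the unadjusted threshold.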

The intersection of comparisons in T1 vs. T2, T1 vs. T3 and T2 vs. T3 represented the main differences of yaks at different altitude gradient (Fig. 5 part B). Networks of differentially expressed RNAs were constructed at the intersection of the Venn diagrams, including ath-miR5658_R1–19L21_8T-A, pab-miR396a, stu-miR408b-5p_R4–21L21 and ppt-miR902f-3p_R15–1 L20, and their related circRNAs (NewGene.4813.1 and NewGene.10538.1) and mRNAs (NewGene.6186.6, XM_005886865.2 and NewGene.3754.1) (Fig. 6).

## Discussion

Yak, a domestic highland cattle breed native to China, has adapted to the hypoxic environment of the Tibetan Plateau [2]. In this study, we selected the lung, which is an important respiratory organ in animals, to analyze the hypoxic adaptation of yak. To identify the genes related to hypoxic adaptation, we compared yaks with cattle. Furthermore, compared yaks at different altitude gradients to explore the changes in genes related to hypoxia adaptation with increasing altitude.

We analyzed the obtained expression profiles of circRNAs to identify DECs related to hypoxic adaptation. We performed enrichment analyses of their target genes to explore the functions of DECs. The GO analysis revealed that the GO terms related to the DECs obtained from the comparison between yaks and cattle were enriched in the biological process ‘artery development’ (GO:0060840) and the cellular components ‘lytic vacuole’ (GO:0000323) and ‘lysosome’ (GO:0005764). The biological processes ‘response to stimulus’ (GO:0050896) and ‘negative regulation of cellular component organization’ (GO:0051129) and the molecular function ‘protein binding’ (GO:0005515) were specific to the DECs obtained from the comparison of yaks at different altitude gradients.

In contrast to the results obtained from the comparison of yaks living at different altitude gradients, the pathways related to the DECs obtained from the comparison between yaks and cattle were associated with metabolism and included ‘glycosaminoglycan degradation’, ‘pentose and glucuronate interconversions’ and ‘flavone and flavonol biosynthesis’. Glycosaminoglycan degradation and pentose and glucuronate interconversions are involved in glycan and carbohydrate metabolism, and pentose and glucuronate interconversions enhance sugar absorption and utilization. As one of the carbohydrate metabolism subcategories, the observed improvement in the pentose and glucuronate interconversion pathway is coincident with the fact that yaks need to metabolize more carbohydrates to survive in more complex environments. Previous studies have shown that yaks exhibit high energy metabolism, which allows their survival at high altitudes [2, 4]. Flavonoids can be used as aglycones or combined with sugars and/or organic acids [46, 47]. Flavones and flavonols belong to the group of phenolic compounds, and the function of polyphenols has been exploited, particularly with respect to cardiovascular diseases, metabolic syndrome, cancer, and obesity. Quercetin is the main representative flavonol, and the available evidence suggests that quercetin negatively regulates key signaling pathways associated with life-threatening diseases, including PI3K-AKT, MAPK, mTOR and NF-κB, and exhibits anticancer, anti-inflammatory, and cardiovascular protective properties [48, 49].

The analysis of the pathways specific to the DECs obtained from the comparison of yaks at three different altitudes revealed that metabolic pathways and immune and genetic information processing pathways were enriched. The enriched metabolic pathways included glycosylphosphatidylinositol (GPI)-anchor biosynthesis and nicotinamide and nicotinamide metabolism. GPIs act as membrane anchors for many cell surface proteins. The GPI anchoring of proteins is essential for mammalian embryogenesis, development, neurogenesis, fertilization, and the immune system [50–56]. Niacin, which is known as vitamin B3, is stable and can be transformed into nicotinamide in the body. Nicotinamide is involved in a variety of oxidative metabolic processes in the body, such as the oxidation process in tissue respiration and the anaerobic decomposition process of sugar. This metabolite is also involved in the regulation of energy metabolism, glucose and lipid metabolism, oxidative stress and inflammation [57, 58]. The immune and genetic information processing pathways are mainly related to cell carcinoma and the proteasome, respectively. Ultraviolet radiation (UV) is strong in plateau environments, and animal exposure to UV from sunlight causes basal cell carcinoma. The enrichment of this pathway indicates that UV exerts a significant effect on yaks. The proteasome, which is another enriched pathway, is the main complex related to specific protein degradation in eukaryotic cells, plays a key role in protein quality control and the maintenance of cell homeostasis and is the key factor in the adaptation of yaks to the Tibetan Plateau.

According to the experimental design, the key regulatory networks involved in hypoxia were identified based on the overlapping RNAs in the intersections in Venn diagrams (A and B in Fig. 5). The differentially expressed RNAs in part A were primarily related to hypoxic adaptation in yak, whereas those in part B were associated with changes in the regulatory mechanism of genes related to hypoxic adaptation at increasing altitude.

The core mRNAs in Venn diagrams part A (represented the differences between yaks and cattle) were predominantly involved in protein processing in the endoplasmic reticulum and fat deposition. The core mRNA PRKCSH (80 K-H) encodes hepatocystin [59]. Previous studies have shown that hepatocystin expression dominates the endoplasmic reticulum (ER) [60] and acts as the noncatalytic β-subunit of glucosidase II. Therefore, lack of hepatocystin reduces the activity of glucosidase II, which is essential for the processing and folding of glycoproteins in the ER [61]. Defects in protein glycosylation and folding trigger the unfolded protein response (UPR), which is a cellular stress response related to the ER. The accumulation of misfolded proteins activates the UPR, which restores normal cellular function through the degradation of misfolded proteins and activation of the production of chaperones, such as glucose-regulated protein 78 (GRP78) [62, 63]. Hypoxia might induce cell apoptosis under severe ER stress, and downregulated PRKCSH amplifies the pro-survival UPR signal, which Reduces damage associated with ER stress. In addition, some studies have indicated that the Inhibition of hepatocystin alone might not be enough to activate the UPR, while inhibition of hepatocystin under hypoxic conditions can activate the UPR [64]. The mRNA enrichment analysis revealed that the pathway ‘protein processing in the endoplasmic reticulum (ER)’ was also enriched, which suggests that this pathway plays an indelible role in the adaptation of yaks to resist hypoxia in the plateau.

NADPH-cytochrome P450 oxidoreductase (POR) plays an important roles in the biotransformation of xenobiotics and the biosynthesis and metabolism of many endogenous substances such as cholesterol, steroid hormones, bile acids and vitamins. POR has the ability to donate electrons to multiple acceptors and is necessary for the synthesis of cholesterol [65] and bile acids. Furthermore, POR play an important role in heme catabolism, synthesis of steroid hormone and the activation of vitamin D [66]. In Por-null cells, cholesterol cannot be catabolized to bile acids, which suggests that oxysterols might be formed and accumulate in these cells. In addition, oxysterols activate the liver X receptor (LXR), stimulates transcription of sterol regulatory element-binding protein-1c (SREBP-1c), thereby induces fatty acid and triglyceride synthesis [67]. Farnesoid X receptor (FXR) activation suppresses SREBP-1c transcription; thus, this suppression is decreased in the absence of bile acids (the natural activators of FXR) (Fig. 7). In Por-null cells, increased expression of the following two genes is related to lipid uptake: lipoprotein lipase and CD36 [68]. The peroxisome proliferator-activated receptor PPARα down-regulates the fatty acid catabolism. PPARα expression is significantly reduced in Por-null cells resulting in a reduction in the oxidation of fatty acids [68]. Since PPARα expression is regulated by FXR [69], the lack of FXR signaling might lead to a decrease in PPARα expression, thereby reduce fatty acid catabolism. The resulting increase in the fatty acid content might induce PPARγ expression and thereby lead to increased expression of genes related to fatty acid uptake (lipoprotein lipase and CD36) and increased fat deposition (Fig. 7) [68]. The mRNA enrichment analysis between yaks and cattle revealed that GO terms related to ‘protein targeting to peroxisome’ and ‘long-chain fatty acid metabolic process’ were also enriched. This finding led us to speculate that the mechanism of fat deposition through POR regulates PPAR, which allows yaks to resist the cold condition on the plateau.

**Fig. 7:**
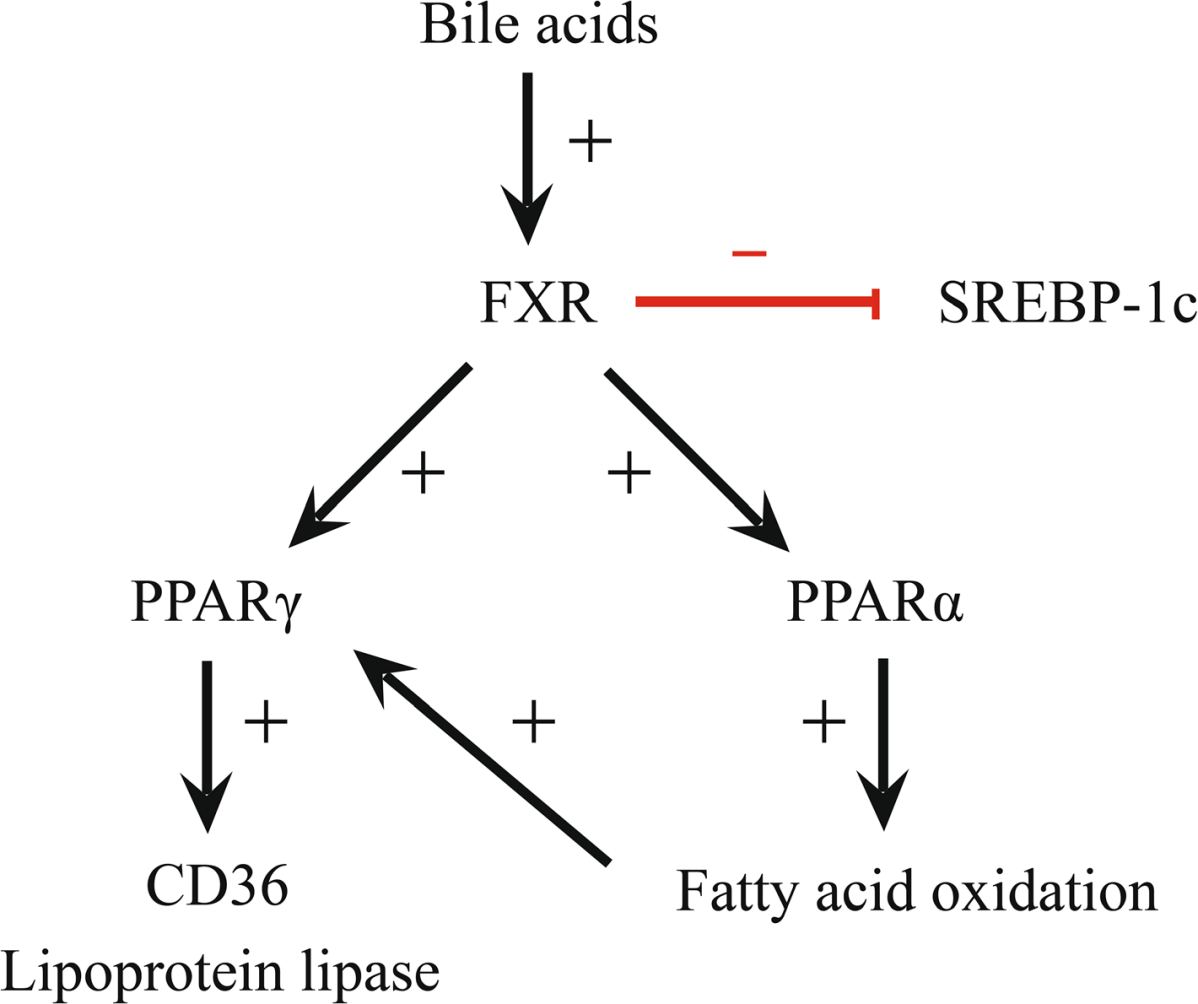
POR influences the regulatory mechanism of fat metabolism by regulating PPAR

The core mRNAs in Venn diagrams part B (represented the differences among yaks at different altitude gradients) were significant enriched in the maintenance of normal cellular biological functions.

Solar radiation is an important and inevitable component of the plateau environment. Ultraviolet (UV) radiation damages many cellular components, such as DNA. UV-damaged DNA is repaired by light repair and dark repair (NER) [70, 71]. NER consists of two sub-pathways: global genomic repair (GGR) recognizes UV damage in DNA throughout the genome, and transcription-coupled repair (TCR) initiates the repair of transcribed strands. In mammals, UVSSA has been implicated in TCR. Loss-of-function alleles in UVSSA exhibit higher UV sensitivity [72]. The core gene UVSSA might play an important role in the lung tissue of yaks to help the animals overcome UV radiation. The results from the previous enrichment analysis of circRNAs revealed the huge impact of UV radiation on yaks. The resistance of yaks to UV radiation is an important part of their adaptation on the Tibetan Plateau.

Other core genes in the network obtained from the comparison of yaks at different altitudes, such as SAFB-like transcriptional modulator (SLTM) and PARP4, were also related to sustained life activities of cells. SLTM has well-described functions in transcriptional repression and RNA splicing, is ubiquitously expressed and plays important roles in numerous cellular processes, including cell growth, DNA repair, stress response, and apoptosis. PARP4 plays an active role in cellular recovery from DNA damage, improves genetic stability and reduces recombination. In contrast, PARP4 also makes cells insensitive to apoptotic stimuli [73]. In addition, the core mRNAs in part B include CLCN7. The CLCN7 gene encodes the 803-amino-acid protein chloride channel protein 7 (ClC-7), which provides the chloride conductance needed for efficient proton pumping in the osteoclast ruffled membrane [74] and is involved in acidification of the resorption lacuna. Mutations in the CLCN7 gene result in autosomal dominant osteoporosis.

## Conclusion

Our genomic data have provided important insights into the adaptation of yaks to high altitude. This phenomenon can be further elucidated through a functional analysis of genes identified as signs of adaptive evolution from comparative studies between yaks and other animals exposed to high altitude-related stress. The identification of genes needed for natural adaptation to high altitude might contribute to improvements in the treatment, understanding and prevention of altitude sickness and other hypoxia-related diseases in humans.

## Supplementary Information

**Additional file 1.** Fig. S1. Distribution of sampling location. T1 represented the yaks from Maqu County in the Gannan Tibetan Autonomous Prefecture of Gansu Province at an altitude of 3400 m, T2 represented the yaks from Bange County, Linzhou County and Dangxiong County in the Tibetan Autonomous Region at an altitude of 4200 m, T3 represented the yaks from Anduo County in the Tibetan Autonomous Region at an altitude of 5000 m, and CON represented the Zaosheng cattle from Ningxian County in Gansu Province at an altitude of 1500 m. Fig. S2. (A) Expression levels of circRNAs. The lines of the whiskers in the box represent the medians. (B) Density distribution of circRNAs. (C) Percentage of expression levels of circRNAs in each group. Table S1. Characteristics of samples. Table S2. Summary of quality and statistics of the mRNA data. Table S3. Summary of quality and statistics of the miRNA data. Table S4. Distribution of known and novel miRNAs in each sample. Table S5. Classification of mRNAs, miRNAs and circRNAs. Table S6. Primers designed for qRT-PCR validation of candidate circRNAs and mRNAs.

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) database under accession number GEO: GSE153956 and GSE153962.

## Abbreviations

DECs: differentially expressed circRNAs
DEGs: Differentially expressed gene
GPI: Glycosylphosphatidylinositol
UV: Ultraviolet radiation
ER: Endoplasmic reticulum
UPR: Unfolded protein response
POR: NADPH-cytochrome P450 oxidoreductase
GRP78: Glucose-regulated protein 78
LXR: Liver X receptor
SREBP-1c: Sterol regulatory element-binding protein-1c
FXR: Farnesoid X receptor
PPARα: Peroxisome proliferator-activated receptor α
PPARγ: Peroxisome proliferator-activated receptor γ
NER: Nucleotide excision repair
GGR: Global genomic repair
TCR: Transcription-coupled repair
SLTM: SAFB-like transcriptional modulator
ClC-7: 803-amino-acid protein chloride channel protein 7

# Supplementary material for: A comparative analysis of differentially expressed mRNAs, miRNAs and circRNAs provides insights into the key genes involved in the high-altitude adaptation of yaks
**Source:** BMC Genomics. 2021 Oct 15;22:744. doi: 10.1186/s12864-021-08044-9
**Supplement:** Supplementary file 1 — Additional file 1. Fig. S1. Distribution of sampling location. T1 represented the yaks from Maqu County in the Gannan Tibetan Autonomous Prefecture of Gansu Province at an altitude of 3400 m, T2 represented the yaks from Bange County, Linzhou County and Dangxiong County in the Tibetan Autonomous Region at an altitude of 4200 m, T3 represented the yaks from Anduo County in the Tibetan Autonomous Region at an altitude of 5000 m, and CON represented the Zaosheng cattle from Ningxian County in Gansu Province at an altitude of 1500 m. Fig. S2. (A) Expression levels of circRNAs. The lines of the whiskers in the box represent the medians. (B) Density distribution of circRNAs. (C) Percentage of expression levels of circRNAs in each group. Table S1. Characteristics of samples. Table S2. Summary of quality and statistics of the mRNA data. Table S3. Summary of quality and statistics of the miRNA data. Table S4. Distribution of known and novel miRNAs in each sample. Table S5. Classification of mRNAs, miRNAs and circRNAs. Table S6. Primers designed for qRT-PCR validation of candidate circRNAs and mRNAs.

**Supplementary materials**

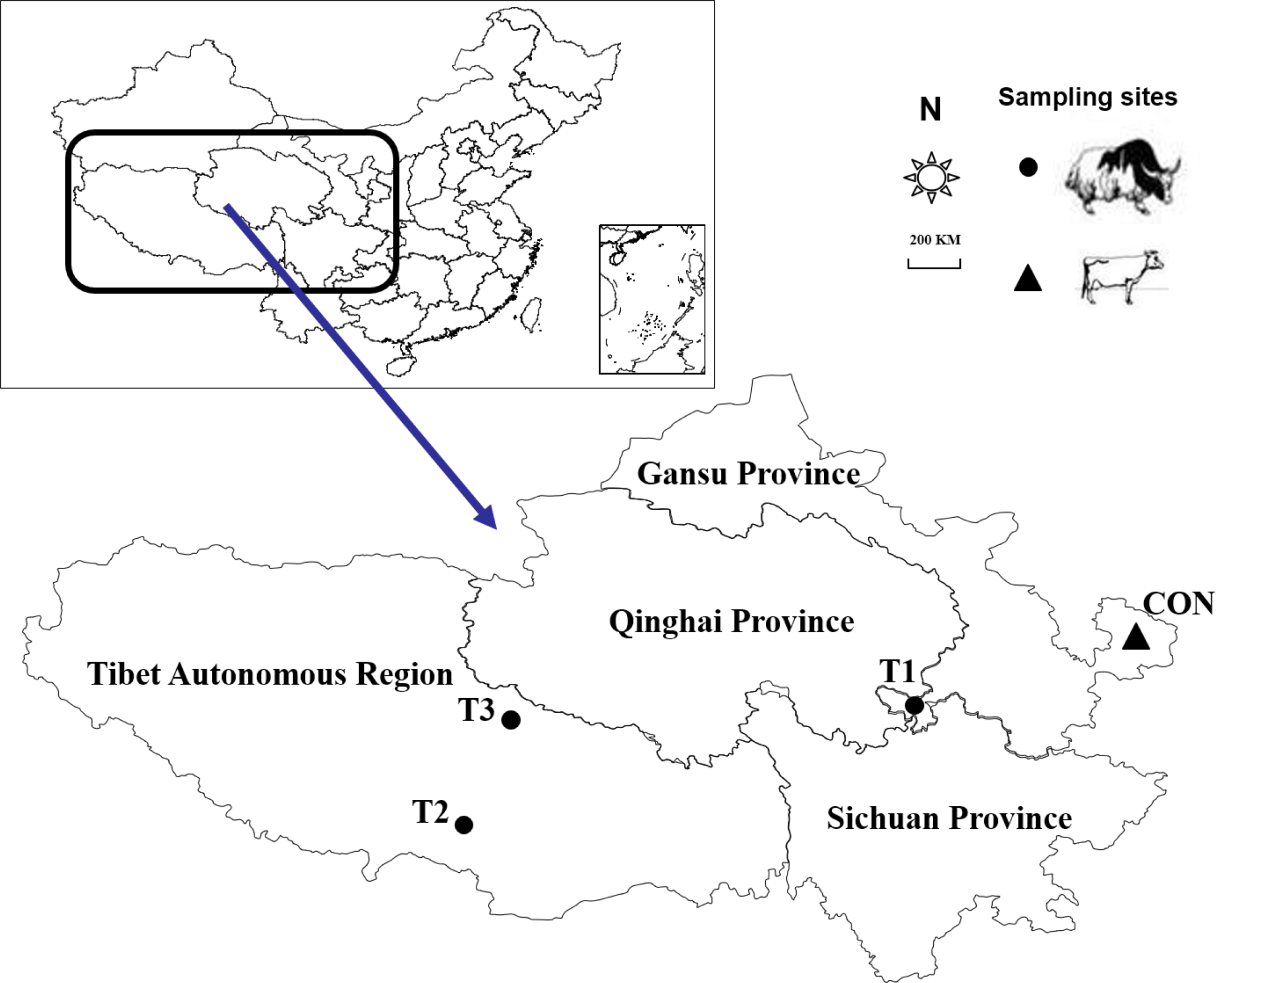

Figure S1. Distribution of sampling location. T1 represented the yaks from Maqu County in the Gannan Tibetan Autonomous Prefecture of Gansu Province at an altitude of 3,400 m, T2 represented the yaks from Bange County, Linzhou County and Dangxiong County in the Tibetan Autonomous Region at an altitude of 4,200 m, T3 represented the yaks from Anduo County in the Tibetan Autonomous Region at an altitude of 5,000 m, and CON represented the Zaosheng cattle from Ningxian County in Gansu Province at an altitude of 1,500 m.

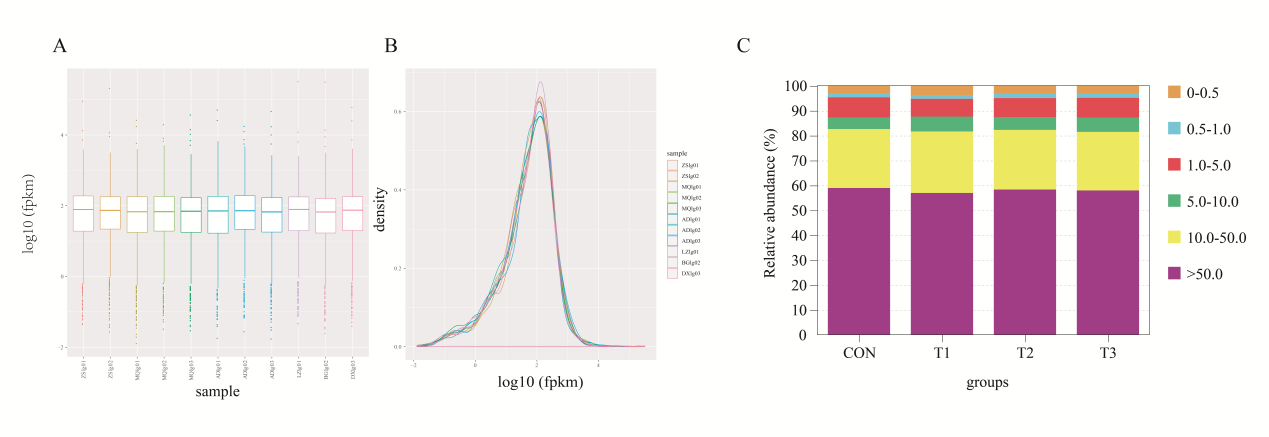

Figure S2. (A) Expression levels of circRNAs. The lines of the whiskers in the box represent the medians. (B) Density distribution of circRNAs. (C) Percentage of expression levels of circRNAs in each group.

Table S1. Characteristics of samples.

| Sample | Category | Sample size | Sampling site | Altitude (m) | Duplicates |
| --- | --- | --- | --- | --- | --- |
| CON | Zaosheng cattle | 2 | Ningxian, Gansu, China | 1,500 | ZSlg01 |
|  |  |  |  |  | ZSlg02 |
| T1 | Yak | 3 | Maqu, Gannan Tibetan Autonomous Prefecture, Gansu, China | 3,400 | MQlg01 |
|  |  |  |  |  | MQlg02 |
|  |  |  |  |  | MQlg03 |
| T2 | Yak | 3 | Dangxiong, Linzhou and Bange, Tibet Autonomous Region, China | 4,200 | LZlg01, |
|  |  |  |  |  | BGlg02 |
|  |  |  |  |  | DXlg03 |
| T3 | Yak | 3 | Anduo, Tibetan Autonomous Region, China | 5,000 | ADlg01 |
|  |  |  |  |  | ADlg02 |
|  |  |  |  |  | ADlg03 |

Table S2. Summary of quality and statistics of the mRNA data.

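Table S2 lists, for each library, the reads before and after quality filtering, the share of bases that reach the quality scores Q20 and Q30, and the reads mapped to the yak assembly. The number of reads counted on genes in the deposited values is smaller than the number mapped. It amounts to 50.3% of the mapped reads of Table S2 in the lowest library, T1 replicate 1, and to 59.7% in the highest, CON replicate 1. The paper defines FPKM by fragments, and its text does not state whether the reads were paired. If a pair was counted as a single fragment, these numbers have unlike units. The shares would then not give the part of the mapped reads that fell on genes. The values in the results are scaled to the reads counted on genes, not to the mapped reads.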

| Sample | Duplicates | Raw reads (M) | Clean reads (M) | Clean bases (G) | Q20 (%) | Q30 (%) | Total mapped | Uniquely mapped |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CON | ZSlg01 | 74.864 | 73.483 | 10.958(97.6%) | 10.759(98.2%) | 10.337(94.3%) | 65.162 | 65.162(88.68%) |
|  | ZSlg02 | 78.358 | 76.714 | 11.422(97.2%) | 11.079(97.0%) | 10.485(91.8%) | 66.666 | 66.666(86.90%) |
| T1 | MQlg01 | 93.487 | 92.431 | 13.782(98.3%) | 13.570(98.5%) | 13.091(95.0%) | 80.296 | 80.296(86.87%) |
|  | MQlg02 | 91.873 | 91 | 13.587(98.6%) | 13.408(98.7%) | 12.997(95.7%) | 82.703 | 82.703(90.88%) |
|  | MQlg03 | 69.43 | 68.33 | 10.197(97.9%) | 10.018(98.2%) | 9.639(94.5%) | 62.38 | 62.380(91.29%) |
| T2 | LZlg01 | 82.151 | 81.188 | 12.098(98.2%) | 11.907(98.4%) | 11.485(94.9%) | 72.621 | 72.621(89.45%) |
|  | BGlg02 | 71.79 | 70.376 | 10.476(97.3%) | 10.161(97.0%) | 9.611(91.7%) | 64.234 | 64.234(91.27%) |
|  | DXlg03 | 80.375 | 79.419 | 11.826(98.1%) | 11.633(98.4%) | 11.208(94.8%) | 71.896 | 71.896(90.53%) |
| T3 | ADlg01 | 88.463 | 87.25 | 12.995(97.9%) | 12.788(98.4%) | 12.335(94.9%) | 68.698 | 68.698(78.74%) |
|  | ADlg02 | 87.835 | 85.665 | 12.739(96.7%) | 12.531(98.4%) | 12.098(95.0%) | 53.963 | 53.963(62.99%) |
|  | ADlg03 | 113.71 | 112.659 | 16.789(98.4%) | 16.583(98.8%) | 16.107(95.9%) | 103.072 | 103.072(91.49%) |

ZSlg01 and ZSlg02 indicate libraries derived from the lung tissue of Zaosheng cattle in two biological replicates.

MQlg01, MQlg02, and MQlg03 indicate libraries derived from the lung tissue of yaks living at an altitude 3,400 m in three biological replicates.

LZlg01, BGlg02, and DXlg03 indicate libraries derived from the lung tissue of yaks living at an altitude 4,200 m in three biological replicates.

ADlg01, ADlg02, and ADlg03 indicate libraries derived from the lung tissue of yaks living at an altitude 5,000 m in three biological replicates.

These designations are used similarly hereafter.

Table S3. Summary of quality and statistics of the miRNA data.

| Sample | Duplicates | Raw Reads(M) | Raw Bases(G) | Raw Q20(G) | Raw Q30(G) | Clean Reads(M) | Clean Bases(G) | Clean Q20(G) | Clean Q30(G) | Average Length(bp) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CON | ZSlg01 | 8.908 | 1.336 | 0.931(69.7%) | 0.810(60.6%) | 8.226(92.3%) | 0.180(13.4%) | 0.179(99.8%) | 0.178(99.1%) | 21.8 |
|  | ZSlg02 | 9.282 | 1.402 | 1.114(79.5%) | 0.963(68.7%) | 8.260(89.0%) | 0.182(13.0%) | 0.181(99.9%) | 0.181(99.7%) | 22 |
| T1 | MQlg01 | 9.283 | 1.402 | 1.123(80.1%) | 0.981(70.0%) | 9.066(97.7%) | 0.197(14.1%) | 0.197(99.9%) | 0.197(99.8%) | 21.8 |
|  | MQlg02 | 10.633 | 1.606 | 1.253(78.1%) | 1.085(67.6%) | 8.646(81.3%) | 0.189(11.8%) | 0.189(99.9%) | 0.188(99.7%) | 21.8 |
|  | MQlg03 | 9.917 | 1.497 | 1.190(79.5%) | 1.032(68.9%) | 8.899(89.7%) | 0.196(13.1%) | 0.196(99.9%) | 0.195(99.6%) | 22 |
| T2 | LZlg01 | 13.171 | 1.989 | 1.591(80.0%) | 1.380(69.4%) | 12.474(94.7%) | 0.271(13.6%) | 0.270(99.9%) | 0.269(99.6%) | 21.7 |
|  | BGlg02 | 6.713 | 1.007 | 0.704(69.9%) | 0.615(61.1%) | 6.226(92.7%) | 0.138(13.7%) | 0.138(99.8%) | 0.137(99.2%) | 22.2 |
|  | DXlg03 | 10.239 | 1.546 | 1.223(79.1%) | 1.059(68.5%) | 9.069(88.6%) | 0.199(12.9%) | 0.199(99.9%) | 0.199(99.7%) | 22 |
| T3 | ADlg01 | 11.611 | 1.753 | 1.407(80.2%) | 1.221(69.6%) | 11.315(97.4%) | 0.246(14.0%) | 0.246(99.9%) | 0.245(99.6%) | 21.7 |
|  | ADlg02 | 10.935 | 1.651 | 1.324(80.2%) | 1.157(70.0%) | 10.633(97.2%) | 0.233(14.1%) | 0.232(99.9%) | 0.232(99.7%) | 21.9 |
|  | ADlg03 | 9.257 | 1.398 | 1.098(78.5%) | 0.953(68.2%) | 7.850(84.8%) | 0.172(12.3%) | 0.172(99.9%) | 0.171(99.7%) | 21.9 |

Table S4. Distribution of known and novel miRNAs in each sample.

| miRNA | ZSlg01 | ZSlg02 | MQlg01 | MQlg02 | MQlg03 | LZlg01 | BGlg02 | DXlg03 | ADlg01 | ADlg02 | ADlg03 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| known_miRNA | 29 | 107 | 92 | 112 | 111 | 88 | 20 | 117 | 110 | 107 | 107 |
| novel_miRNA | 334 | 303 | 292 | 335 | 331 | 409 | 341 | 260 | 258 | 281 | 303 |

Table S5. Classification of mRNAs, miRNAs and circRNAs.

| class | known | novel | total |
| --- | --- | --- | --- |
| circRNA | 540 | 837 | 1377 |
| mRNA | 11749 | 10015 | 21764 |
| miRNA | 1000 | 3447 | 4447 |
| Total | 13289 | 14299 | 27588 |

Table S6. Primers designed for qRT-PCR validation of candidate circRNAs and mRNAs.

| Genes | GenBank accession No. | Primer sequences (5'-3') | Product size/bp |
| --- | --- | --- | --- |
| CALM1 | XM_005888605.2 | F: GCACCATCACAACCAAGGAAC | 176 |
|  |  | R: CTCTTCACTGTCGGTGTCTTTCA |  |
| FNBP1L | XM_005894694.1 | F: AAGAGCCAAGGTTTACTTCGTGT | 86 |
|  |  | R: TGCTACTACTTCTCGCTGTCCTG |  |
| MCRS1 | XM_014478414.1 | F: TTCCGACGCAGAGGACTTG | 150 |
|  |  | R: TCTACCAGCACCTGCCACTTAT |  |
| FOXP4 | XM_005896443.2 | F: AGGATGTTCGCCTATTTCCG | 140 |
|  |  | R: TTCTGGTACTCCCGCTCGTC |  |
| KLHL20 | XM_014476724.1 | F: GGACAAGACCACGGAAACCTA | 127 |
|  |  | R: GCTACCATTCGCCATTCATTAG |  |
| RBM15 | XM_005891280.2 | F: AGTGGAGGACGGATTGTTTCA | 109 |
|  |  | R: GTTCACAAAGGCTACTCGCTCA |  |
| ANKRD17 | XM_005891242.2 | F: TGTTAGTTGTGCGTTGGATGAA | 109 |
|  |  | R: TGAACAGGCTTCTGCCAAACT |  |
| novel-circ-001153 | XM_005895691.1 | F: TGGTGGATGGTGTTCGC | 75 |
|  |  | R: GTGTAAGTCAAGAGGGAAGTCATT |  |
| novel-circ-000169 | XM_005888274.2 | F: AGGCATGACCCAGAACTGA | 258 |
|  |  | R: GGAATTTCATCTGTTTGGCTC |  |
| novel-circ-000679 | XM_005891846.2 | F: GGGAGATGAGATGGACCTGG | 253 |
|  |  | R: ACCAGCCGACTCAGGGAAGT |  |
| novel-circ-001030 | XM_005894440.2 | F: CCATACACCCTCTTCACCCA | 120 |
|  |  | R: AAACTTCTCGCTGCTGCTCT |  |

How the deposited data were processed for this re-analysis (not part of the article)

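The mRNA data of 11 lung libraries were analysed here, from 2 Zaosheng cattle at 1500 m (CON) and from 3 yaks each at 3400 m (T1), 4200 m (T2) and 5000 m (T3). The libraries were assigned to groups by their names, which Table S1 lists with the group and the altitude of each. The circRNA, miRNA and RT-qPCR measurements of the paper were not analysed here.

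The authors removed low-quality reads, mapped the remaining reads to the yak assembly BosGru_v2.0 with HISAT2, assembled and merged transcripts with StringTie, and used DESeq2 with a fold change over 2 and an adjusted P value under 0.05 for their own comparisons. The authors deposited 1 table per library, 11 in all, with the FPKM and the length in bases of 8451 genes with a numeric identifier and 8816 new genes of the authors' assembly, which have median lengths of 2003 and 390 bases. FPKM multiplied by length summed to the same total in each library, so the values are scaled to the reads counted on these genes. After multiplication by a factor for each library, 100% of the values came out as whole reads. The adjusted P value is that of the paper's methods, while its abstract gives a P-value under 0.05 without naming an adjustment. The paper gives the share of uniquely aligned reads per library. Its text does not name the counting tool, the use of strand or whether other reads were counted. No column of the tables with values per library was left unused. The tables give a name for 390 genes and GO terms for 1347 (7.8%), none of them a gene with a numeric identifier. None of the identifiers matched the 40772 genes of the reference gene table for assembly Bosgru_T2T1.0, so genes are reported by the identifiers of the files. Of the mRNAs the paper names, NewGene.10854 and LOC102286089 were looked up, the latter by the number in its name. The lists of cell type markers and the tests of GO terms were not run, because too few of their genes have a name or a term.

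Reads counted on genes ranged from 28138973 to 54515645 per library, with a median of 38912475. A gene with 0 reads was taken to have up to 3, and fold changes against a group whose libraries all had at most 3 reads are given as limits. Precision between animals is set by the number of libraries, 2 for CON and 3 for each yak group.

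The groups were compared in R 4.3.3 with limma 3.58.1, fitting the 4 groups to log2(FPKM + 1) in all 11 libraries with empirical Bayes moderation and a trend on mean expression. The fit covered the 13636 genes with an FPKM of at least 1 in at least 2 libraries. Genes with a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05 were counted. The design, the alternatives and the rule for naming genes were written down before the data were examined. Under that rule the text names the genes that the paper names, as far as they could be looked up. The rule also takes the 3 genes in each direction with the largest mean log2 fold change. These are taken among those called in all 3 comparisons with CON whose libraries do not overlap between groups. Because the identifiers carry no names, 2 of the 3 in each direction are printed. Genes named for another reason are marked as such. Replicate numbers were not used as a block.

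Genes detected per group, overlaps between comparisons and altitude profiles were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Altitude profiles followed the STEM scheme, with 8 model profiles, a change of at least 1.5-fold between group means, expected numbers from the 6 orders of the groups, and a binomial test with Bonferroni adjustment. The comparisons and the overlaps were tested on simulated data, with 200 genes changed by known amounts or with no change in 100 sets. Each gene varied independently, and the 200 changed genes had a mean FPKM of at least 5. The profiles were tested on 4000 simulated genes with a known profile and 4000 without one, of which 3005 passed the fold change. Those with a known profile had larger steps between groups than the 1.5-fold change required of real genes. Genes with a log2 change of 3 between CON and all yaks were called in 83.6% to 88.1% of cases, those with a log2 change of 2 in 35.8% to 41.8%, and those with a log2 change of 1 in 0% to 1.5%. Among 13074 unchanged genes, at most 6 were called in a comparison.

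The alternatives were median-ratio scaling, quantile normalization, a pseudocount of 0.1, no filter or a mean FPKM of at least 5, unadjusted p, other fold change thresholds, a fit of the 2 compared groups alone, library weights, the replicate number as a block, and leaving out each library in turn. Genes were also counted as detected at 2 other FPKM thresholds and in every library of a group. Limma's voom on the recovered reads, with and without quality weights, and median-ratio scaling for the altitude profiles were added after seeing the data, as were quantile normalization, the mean FPKM filter, a fold change of 1.5 and the fit of 2 groups for the overlaps.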

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

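The altitude and mapping-rate tests of the highest gene of T3 replicate 2, the comparison of pairs of libraries and the share of new genes were chosen only after the results they test had been seen. The 9 yak libraries were compared on 15 measures with Dixon's test. In 5 of the measures a library lay farther from the others than the test allows at the 95% level, and 4 of the 5 fall on T3 replicate 2 and T2 replicate 1. Chance gives 0.8 for measures chosen without regard to their values. This does not hold for 2 of the 5, the shares of reads of single genes, which were measured because each gene is the highest of the library concerned.

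T3 replicate 2 had the lowest mapping rate in Table S2, the paper's 62.99%, with 78.74% in the next library, T3 replicate 1, and 91.49% in T3 replicate 3. It also had the most genes without a read, 3747, with 2816 in the next library, a gap within the limit of Dixon's test. The number of reads does not account for these genes. When the other yak libraries were thinned to its 28138973 reads, they had at most 2900 genes without a read. When they were thinned to the 16698215 reads that T3 replicate 2 has outside its 10 highest genes, they had at most 2919. A few genes that take most reads are thereby also excluded as the whole cause. Degraded RNA and reads from another organism could both lower the mapping rate to 62.99%, and they cannot be told apart because the unmapped reads were not analysed here.

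The highest gene of T3 replicate 2, a gene with a numeric identifier and no name in the files, took 13.5% of its reads. Its share was 1.52% in T3 replicate 1, 0.275% in T1 replicate 1 and 0.013% to 0.026% in the other 6 yak libraries. T3 replicate 3, with 0.016%, is the lowest of T3 and within the range of T1 and T2, so the high share was not common to T3. A change tied to altitude cannot be excluded on this 1 library, since T3 replicates 1 and 2 had the highest shares of the yaks. The 3 yak libraries with the highest shares are the 3 with the lowest mapping rates, which holds for 1 of the 84 sets of 3 libraries. A state of the animal or of the library that also lowers the mapping rate may be behind both, but the relation was found on these 9 libraries, and animal and library cannot be told apart with 1 library per animal.

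T2 replicate 1, the only yak library from Linzhou, had a median correlation of 0.864 with the other yak libraries, whose own medians were 0.909 to 0.937. The new gene NewGene.4333, named after its values were seen, took 18.3% of its reads, with 8.31% in the next library. Its 10 highest genes do not account for the low correlation, which was 0.862 without them, where the others had at least 0.908. The number of reads does not account for it either. Over the 969 genes with a mean FPKM of at least 50, where counting error is small, the median correlation was 0.66, with at least 0.737 in the others. In T2 replicate 1, 52 genes with an FPKM of at least 10 lay at least 10-fold above every other yak library, against 0 to 3 such genes in each other yak library. The county or the part of the lung sampled may differ, and these cannot be told apart because no other library comes from Linzhou.

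NewGene.16851, one of the genes lower in all 3 yak groups, had an FPKM of 14.9 in T2 replicate 3, with 3.39 in the next yak library and a median of 0 over the 9 yaks. The lowest cattle value was 359. No explanation was tested for this value.

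The paper does not discuss 11 genes that had at least 100 reads in both cattle and 0 reads in every yak. With NewGene.10854, which it names, there are 12. They had 131 to 1281 reads in the cattle libraries. The files give a name for 1 of the 12, MED30, mentioned here after its values were seen, with 597 and 747 reads in the cattle. In the opposite direction, 1 gene, NewGene.18665, had 407 to 1605 reads in the yaks and 0 in the cattle. Other pairs of libraries gave up to 2 such genes, so a number of 1 is not unusual for a pair. Of the 55 pairs of libraries, 1 gave as many as 12 genes with reads in the pair and none in the other 9 libraries, the pair of cattle, and the other 54 pairs gave at most 1, which argues against libraries grouped by chance. The number of reads is excluded as well, since at the cattle level the shallowest yak library would have at least 105 reads of each. All of the 12 (100%) are new genes, against 17.8% of the genes of the same lengths with at least 100 reads in both cattle. Sequence differences between the species, or the way the new genes were assembled, may produce such genes, as may a true difference in expression, and these cannot be told apart because the cattle differ from the yaks in every such respect and the reads themselves were not analysed here.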

How the results depend on the processing

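The tests on which values changed were set as the alternatives were, and the alternatives added after seeing the data are voom, voom with quality weights, the fits of 2 groups, the quantile, mean FPKM and 1.5-fold settings for the overlaps, and median-ratio scaling for the profiles. Counts are given in the order CON vs T1, CON vs T2, CON vs T3, and then T1 vs T2, T1 vs T3, T2 vs T3. The cause of a change was not tested unless stated.

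The counts of 380, 297 and 382 DEGs between yaks and cattle stayed within 1.5 times with median-ratio scaling (331, 307 and 430), quantile normalization (453, 362 and 408), a pseudocount of 0.1 (367, 251 and 310), no filter (366, 296 and 359) and a fold change of 1.5 or none (381, 297 and 386 with either). A pseudocount of 0.1 moved the share of genes higher in yaks from 53.7% to 72.8% in CON vs T1, from 44.4% to 72.1% in CON vs T2 and from 25.7% to 47.7% in CON vs T3. The counts were 1356, 1112 and 1440 with the unadjusted p, and 1363, 788 and 1885 with library weights, which give more weight to libraries close to the fit. With a mean FPKM of at least 5, where fewer genes are tested, they were 137, 78 and 90. With only the 2 compared groups they were 766, 123 and 138, from fewer libraries per fit. Voom on the recovered reads gave 164, 94 and 161, and voom with quality weights 1476, 629 and 1559.

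Between altitudes, 0 genes were called in all 3 comparisons under both scalings, a pseudocount of 0.1, no filter, a mean FPKM of at least 5, other fold changes, and voom, where the unadjusted p gave 356, 775 and 739. With only the 2 compared groups, 1 gene was called in T1 vs T2, 0 in T1 vs T3 and 1 in T2 vs T3. Library weights gave 0, 1266 and 317, and voom with quality weights 0, 992 and 0.

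Across the fits that each left out a library of the yak groups compared, 3 for each comparison with CON and 6 for each between altitudes, DEGs ranged from 159 to 233 in CON vs T1, from 141 to 245 in CON vs T2, from 201 to 1143 in CON vs T3, from 0 to 3 in T1 vs T2, from 0 to 1188 in T1 vs T3 and from 0 to 865 in T2 vs T3. The highest numbers at 5000 m all came without T3 replicate 3, with 966 of 1143, 1170 of 1188 and 853 of 865 genes lower in T3. Leaving out a cattle library left 1 in CON, and no DEGs were counted in these fits.

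The 174 genes called in all 3 comparisons with CON were 186 with median-ratio scaling, of which 164 were the same genes, 217 with quantile normalization (164 the same), 160 with a pseudocount of 0.1 (107 the same) and 183 without a filter (156 the same). They were 174 with a fold change of 1.5 or none. The number was 556 with the unadjusted p, 444 with library weights (173 the same), 366 with voom and quality weights (152 the same), 68 with voom (66 the same), 56 with only the 2 compared groups and 45 with a mean FPKM of at least 5. Leaving out a yak library gave 111 to 212. The genes called in all 3 comparisons between altitudes numbered 2 with the unadjusted p and 0 in each other setting, with 0 to 0 across the fits that left out a library.

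Replicate numbers are shared between the groups, but same-numbered libraries did not deviate together. Over 15 pairs the correlation of their deviations from the group means ranged from -0.102 to 0.362, with a median of 0.032 and 4 pairs over 0.1. With the replicate number as a block, 280, 249, 304, 0, 0 and 0 genes were called, and 139 in all 3 comparisons with CON, of which 128 were the same genes.

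Detection in all 4 groups stayed within 1.5 times of 15029 under each alternative, from 10609 to 14680. Genes in cattle alone rose from 171 to 663 where a value above 0 was required in every library, and to 321 at an FPKM of at least 1. That threshold gave 2407 genes in yaks alone against 1063. Under both rules, a gene counted for a single species can still have reads in the other, in some libraries or under the threshold. Leaving out each library gave 14548 to 14955 genes in all 4 groups, 107 to 214 in cattle alone and 991 to 1698 in yaks alone. The lowest number in cattle alone (107) came without CON replicate 1 and the highest in yaks alone (1698) without CON replicate 2. With few reads behind most of these genes, the depth limits which can be called specific to a species.

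A fold change of 2, which fewer genes pass, left 1730 of 6403 genes in profiles, 1542 of them in enriched profiles, with 313 in profile 0, 264 in profile 1, 585 in profile 3 and 380 in profile 5, each still enriched. A pseudocount of 0.1 raised profile 3 to 3528 genes. Median-ratio scaling gave 2424 genes in enriched profiles, 341 in profile 0, 442 in profile 1 and 712 in profile 3. Leaving out each yak library gave 5312 to 8543 genes in profiles, 4452 to 7839 in enriched profiles, 1046 to 1763 in profile 0, 780 to 1228 in profile 1, 1404 to 4201 in profile 3 and 697 to 1704 in profile 5. The lowest number in profile 3 came without T3 replicate 2, the highest without T3 replicate 3, and the lowest in profile 5 without T2 replicate 1.

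Of 357 values of named genes under the alternatives, 48 come from fits without a cattle library. For these only the direction was read, and it was kept. Of the remaining 309, 295 kept their direction and their side of the threshold, 10 no longer passed the threshold and 4 changed direction. The 10 are NewGene.17344 and NewGene.394 with voom in all 3 comparisons with CON, NewGene.17344 with voom and quality weights in CON vs T2, and, with only the 2 compared groups, NewGene.16851 in CON vs T2 and NewGene.10854 in CON vs T2 and CON vs T3. The 4 concern LOC102286089, which was not past the threshold in any of them. Its log2 fold change in CON vs T2 was -0.04 with median-ratio scaling, -0.01 with quantile normalization and -0.07 without T2 replicate 2, and in CON vs T3 it was -0.16 without T3 replicate 1. Across the fits that left out a library it ranged from -0.07 to 0.24 in CON vs T2 and from -0.16 to 0.32 in CON vs T3.

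The alternatives planned only for files that give counts were not run, and voom was the method used on the recovered reads. Not run either were values summed per gene, because the files already give 1 value per gene, and profiles of genes with an adjusted p under 0.05, because no gene passed it between altitudes in limma, where the unadjusted p and a fold change of 2 gave 356, 775 and 739.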

Differences from the paper's values

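The numbers of DEGs here are of genes, while the paper counts mRNAs, so the units differ in each comparison below. The paper's methods state an adjusted P value under 0.05, while its abstract gives a P-value under 0.05 without naming an adjustment. Which of them gave the paper's numbers is left open, so its threshold may differ from the adjusted p used here. In CON vs T1, 204 genes were up and 176 down, against the paper's 1011 and 1019. Of the alternatives set before the data were examined, library weights (831) and the unadjusted p (849) came within 1.5 times of the number up, and none did so for the number down. In CON vs T2, 132 genes were up and 165 down, against the paper's 779 and 703, and the unadjusted p came within 1.5 times of both (598 and 514), while no other of these alternatives did. In CON vs T3, 98 genes were up and 284 down, against the paper's 691 and 772. The unadjusted p (1062) and the fit without T3 replicate 3 (966) came within 1.5 times of the number down, and no alternative did so for the number up. Voom with quality weights, chosen after seeing the values, gave 949 up in CON vs T1.

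Between altitudes, 0 genes were up and 0 down in each comparison. The paper's numbers are 117 up and 158 down, 275 in all, in T1 vs T2, 120 up and 160 down, 280 in all, in T1 vs T3, and 119 up and 82 down, 201 in all, in T2 vs T3. The unadjusted p came within 1.5 times of the number up (103) and of the total (356) in T1 vs T2, and gave 253 down, over 1.5 times the paper's number. In T1 vs T3 and T2 vs T3 none of the alternatives set before the data were examined came within 1.5 times of the paper's numbers.

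Cattle alone had 171 genes, against the paper's 297. An FPKM of at least 1 (321), 2 libraries per yak group (a median of 233) and the count without T2 replicate 1 (214) came within 1.5 times. Yaks alone had 1063 genes, against the paper's 2224, and an FPKM of at least 1 (2407) and the counts without CON replicate 1 (1604) and without CON replicate 2 (1698) came within 1.5 times. The remaining alternatives did not. At an FPKM of at least 1, the genes counted can still have reads in the other species, under that threshold. The files give values per gene, while the paper counts mRNAs.

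Enriched profiles held 5776 genes, against the paper's 3060. The counts without T2 replicate 1 (4566) and without T3 replicate 2 (4452) came within 1.5 times, and the remaining alternatives set before the data were examined did not. Profile 0 held 1325 genes, against the paper's about 480 in Fig. 3, read by eye, and none of these alternatives came within 1.5 times. Profile 3 held 2330 genes, against the paper's about 1000 in Fig. 3, read by eye, and the count without T3 replicate 2 (1404) came within 1.5 times. Median-ratio scaling, chosen after seeing the values, gave 2424 genes in enriched profiles, 341 in profile 0 and 712 in profile 3, which are within 1.5 times of the paper's. Profile 1 moved away, from 956 genes, within 1.5 times of the paper's about 750 read by eye, to 442, which is not. The 2424 genes also lie in other profiles than the paper's, since profiles 0 and 1 were not enriched and the profile that rises after T2 was.

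The paper states that the pairwise comparisons gave more genes down than up. Here CON vs T1 gave 204 up and 176 down, while CON vs T2 gave 132 up and 165 down and CON vs T3 gave 98 up and 284 down. With median-ratio scaling (129 up, 202 down), quantile normalization (176 up, 277 down) and no filter (168 up, 198 down), and without each T1 library in turn, CON vs T1 gave more down than up, as it did with voom, chosen after seeing the values (70 up, 94 down). With the replicate number as a block it gave 140 up and 140 down, and with every other alternative more up than down. CON vs T2 gave more up than down with a pseudocount of 0.1 (181 up, 70 down), a mean FPKM of at least 5 (59 up, 19 down), library weights (412 up, 376 down), the unadjusted p (598 up, 514 down), only the 2 compared groups (62 up, 61 down) and, chosen after seeing the values, voom with quality weights (408 up, 221 down). CON vs T3 gave more down than up with each alternative. The paper shows LOC102286089 as lower in yaks in Fig. 6A. The log2 fold changes of this gene were 0.45, 0.07 and 0.11 in CON vs T1, CON vs T2 and CON vs T3. No alternative called it in these comparisons. These values are per gene, while the network of the paper holds mRNAs, so a lower single transcript is not excluded. The paper also describes an intersection of the 3 comparisons between altitudes, where 0 genes were called here and 2 with the unadjusted p.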

Other observations

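The tests of scaling and altitude on the excess of lower genes in T3, and of scaling and T2 replicate 1 on the enriched profiles, were chosen only after the results they test had been seen.

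Other splits of the 6 libraries of 2 altitudes gave as many genes with an unadjusted p under 0.05 and a fold change of at least 2 in 2 of 10 cases for T1 vs T2 (356 genes, at most 382 in another split), in 2 of 10 for T1 vs T3 (775, at most 1183) and in 3 of 10 for T2 vs T3 (739, at most 975), the real split included. With 10 splits no share can fall under 0.05, so a difference between altitudes and libraries grouped by chance cannot be told apart. In T1 vs T3, the split with 1183 genes set T1 replicate 1, T3 replicate 1 and T3 replicate 2 against the rest and gave 248 genes with an adjusted p under 0.05. These 3 are the yak libraries with the lowest mapping rates in Table S2. No fit with mapping rate as a term was run.

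Without rescaling between libraries, more genes followed the mapping rate than the altitude. Across the 9 yak libraries, 1058 of 13624 genes had a Spearman correlation of at least 0.8 in size with the mapping rate, and 1 of 100 random permutations gave as many, with a median of 150 and a maximum of 1230. For altitude, 144 genes reached this correlation, and 31 of 100 random permutations gave as many, with a median of 104, so that chance could give this number. T3 replicates 2 and 1, with the lowest mapping rates, also lay lowest at the median gene, -0.429 and -0.341 log2 from the mean of the yak libraries. A shift of many genes that comes with the scaling may therefore contribute, and no test on rescaled values was made. The mapping rate may also reflect the condition of the RNA or the make-up of the tissue, which were not measured here.

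In T1 vs T3, 95.9% of the genes with an unadjusted p under 0.05 and a fold change of at least 2 were lower in T3. After median-ratio scaling 59.9% were lower. This scaling centres the changes, so the more even share would follow from a scaling effect and from a true decrease of many genes alike, and these cannot be told apart. The 10 highest genes of each library are not the whole cause, because 84.5% were lower after scaling to the total without them. Against the T1 mean, the median log2 change was -0.47 in T3 replicate 1, -0.56 in T3 replicate 2 and -0.12 in T3 replicate 3, while the T2 libraries had -0.06 to -0.09. The smallest of the T3 values, -0.12, lies close to those of T2. It leaves an effect of altitude open, and altitude and the composition of T3 replicates 1 and 2 cannot be told apart with 3 libraries.

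The number of genes in enriched altitude profiles, 5776, was reached by 2 of 100 random splits of the 9 yak libraries into groups of 3, the real one included, with a median of 3082, which argues against chance as the cause. After median-ratio scaling, chosen after seeing the data, 33 of 100 splits gave as many as the 2424 found, so chance could then give this number. The number of genes that changed at least 1.5-fold, 6403, was reached by 12 of 100 splits. For profiles 0 and 1, the larger ratio of observed to expected genes was 0.87 after median-ratio scaling, but scaling to the library total and a true decrease of many genes cannot be told apart, because centring removes both. Profile 3 kept a ratio of 1.44, so the shift that this scaling removes is not its whole cause. Profile 5 had a ratio of 0.89 without T2 replicate 1 and stayed enriched without either other T2 library, which is consistent with a part played by that library. It was not the only library on which the enrichment depended, since profile 5 was also not enriched without T1 replicate 2, with a ratio of 1.07.

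In 100 simulated sets without any difference, at most 0 genes were called in all 3 comparisons with CON, and at most 71 with an unadjusted p. The numbers observed were 174 and 556. Each gene varied independently in these sets, so such spread in the shared cattle libraries does not account for the numbers observed. A state of many genes shared by both cattle libraries was not simulated and is left open. New genes were called more often than genes with a numeric identifier in 4 of 5 classes of gene length, the exception being the shortest (2.06% and 3.77%). In the longest class 1.17% of new genes and 0.24% of the others were called. This is consistent with a part played by the assembly of new genes, which was not separated from species or altitude.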
